# Transcriptome analysis of microRNAs in developing cerebral cortex of rat

**DOI:** 10.1186/1471-2164-13-232

**Published:** 2012-06-12

**Authors:** Mao-jin Yao, Gang Chen, Ping-ping Zhao, Ming-hua Lu, Jiang Jian, Mo-fang Liu, Xiao-bing Yuan

**Keywords:** MicroRNA, RNA editing, Cerebral cortex, Development

## Abstract

**Background:**

The morphogenesis of the cerebral cortex depends on the precise control of gene expression during development. Small non-coding RNAs, including microRNAs and other groups of small RNAs, play profound roles in various physiological and pathological processes via their regulation of gene expression. A systematic analysis of the expression profile of small non-coding RNAs in developing cortical tissues is important for clarifying the gene regulation networks mediating key developmental events during cortical morphogenesis.

**Results:**

Global profiling of the small RNA transcriptome was carried out in rat cerebral cortex from E10 till P28 using next-generation sequencing technique. We found an extraordinary degree of developmental stage-specific expression of a large group of microRNAs. A group of novel microRNAs with functional hints were identified, and brain-enriched expression and Dicer-dependent production of high-abundant novel microRNAs were validated. Profound editing of known microRNAs at “seed” sequence and flanking sequence was observed, with much higher editing events detected at late postnatal stages than embryonic stages, suggesting the necessity of microRNA editing for the fine tuning of gene expression during the formation of complicated synaptic connections at postnatal stages.

**Conclusion:**

Our analysis reveals extensive regulation of microRNAs during cortical development. The dataset described here will be a valuable resource for clarifying new regulatory mechanisms for cortical development and diseases and will greatly contribute to our understanding of the divergence, modification, and function of microRNAs.

## Background

The mammalian cerebral cortex contains a large number of neurons of different phenotypes arranging in a stereotypical laminar pattern [1]. A series of sequential cellular events happen during cortical development, including neural progenitor proliferation, cell fate specification, neuronal migration, neurite outgrowth and pathfinding, and eventually the formation and plastic modulation of synaptic connections [2]. The happening of all these developmental events depends on the precise spatial and temporal control of gene expression in the cell. Extensive studies have been carried out to clarify the role of transcription factors, including activators and repressors, in the regulation of gene transcription during these developmental events. In addition to transcriptional regulation, various types of small non-coding RNAs in the cell have been shown to play significant roles in the control of gene expression during physiological and pathological processes [3], largely increasing the complexity and flexibility of the gene regulatory network. MicroRNAs (miRNAs) are a group of most extensively studied small RNAs of around 18–24 nucleotide (nt) with the typical stem-loop structure [4]. Most mature miRNAs directly interact with a group of messenger RNAs (mRNAs) and suppress their expression either by guiding the cleavage of the target mRNAs or by inhibiting their translation upon imperfect base pairing to mRNA’s 3′- untranslated region (3′-UTR) [4]. Interestingly, some mature miRNAs can undergo changes of one or more nucleotides in their “seed” sequence, a process known as miRNA editing, which further increases the complexity of gene regulation [5]. In addition to miRNAs, other classes of small RNAs, including repeat associated small interference RNA (rasiRNA), PIWI-interacting RNA (piRNA), and small RNAs derived from transfer RNA (tRNA), ribosomal RNA (rRNA), small nucleolar RNA (snoRNA), small nuclear ribonucleic acid RNA (snRNA), small cytoplasmic RNA (scRNA), and signal recognition particle RNA (srpRNA), also play constitutive or regulatory functions in various cellular events.

A number of brain miRNAs appear to be developmentally regulated, with high expression in neural progenitors but not in differentiated neurons, or vice versa [6], suggesting that they may function at different stages of neuronal development [7]. As well characterized examples, miR-9 has been shown to regulate embryonic neurogenesis by targeting the transcription factor TLX [8]; miR-219 [9] and miR-338 [10] have been identified as regulators of oligodendrocyte differentiation; miR-124 have been shown to promote neuronal differentiation and regulate adult neurogenesis [11,12]; and miR-134 have been shown to regulate dendritic spine morphology through inhibiting the local translation of Limk1 [13]. Links between miRNA dysfunction and neurological diseases have become more and more apparent. For example, mutation in the seed region of miR-184 causes familial keratoconus with cataract [14] and mutations in the seed region of miR-96 are responsible for nonsyndromic progressive hearing loss [15]. Variation in the miR-433 binding site of FGF20 confers risk for Parkinson diseases by up-regulation of α-Synucein [16]. Interference of miRNA biogenesis by disrupting the miRNA processing enzyme Dicer in the nervous system has provided the evidences that miRNAs are essential for the development of the nervous system [17-20]. Conditional knock-out of Dicer in the mouse telencephalon resulted in a size reduction of the forebrain, likely caused by apoptosis of differentiating neurons [20]. Similar neuronal death was observed when Dicer was inactivated postnatally in the cerebellum [17] or in dopaminergic neurons in the midbrain [19]. These findings are consistent with an important role of miRNAs in regulation of cell proliferation, survival, and differentiation in developing brain. However, which miRNAs are expressed at different developmental stages and how various miRNAs are engaged in the regulation of each developmental event remain largely unknown.

Recently, next-generation sequencing has emerged as a powerful tool for clarifying the expression profile of small RNAs. The advantages of the massive parallel sequencing technique lie in its unbiased high-throughput detection of small RNAs at a genome-wide scale, even for low-abundance transcripts, and in its unparalleled ability in identifying novel RNA transcripts and modification of RNAs such as RNA editing. Although the next-generation sequencing had started to be used to examine the brain transcriptome [21], a systematic analysis of miRNAs in developing brain using this new high-throughput method is largely lacking.

In the present study, we applied the next-generation sequencing technique to carry out a systematic analysis of miRNAs isolated from rat neocortex of many developmental stages. In addition to the demonstration of dynamic and stage-specific expression of a large group of known miRNAs, we identified a group of novel miRNA candidates in rat cortex with functional hints. Interestingly, we observed profound nucleotide editing of “seed” and flanking sequences of miRNAs during cortical development. The dataset described here will be a valuable resource for clarifying new regulatory mechanisms for cortical development and disease and will greatly contribute to our understanding of the divergence, modification, and function of miRNAs.

## Results

### 

As shown in the work flow (Figure 1A), RNA samples were extracted from rat cortical tissues of eight developmental stages (E10-P28). A RNA integrity number (RIN) was evaluated to monitor the general quality of extracted RNA samples [22]. As shown in Figure  S1, RIN of all samples are ≥8.4, indicating high quality and low degradation of these samples [22]. RNA samples were size-selected (10–30 nt) and sequenced by Solexa technique [23]. Two independent P0 samples were assayed (P0 and P0’, biological replicates) in order to evaluate the reproducibility of the experimental procedures. Each sample was sequenced twice (technical replicates) and results were averaged to reduce experimental errors. 

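The authors deposited, for each of the 2 sequencing runs of each of the 9 tissue samples, the unique clean tags and the number of reads counted for each tag, without normalization, mapping or annotation. P0 was represented by 2 tissue samples and every other stage by 1, so values at the other stages have no biological replicate. The sample labels name forebrain at E10 and E13 and somatosensory cortex from E17 on, where the paper's methods give the whole cortex at E10 and E13 and its dorsolateral part later, so a difference between these 2 stages and the later ones cannot be separated from the tissue taken. The 2 runs of a sample are technical replicates. A level in TPM was the count of a tag in a library divided by the total clean reads of that library, and the values of both runs were averaged. Levels were obtained for 61 known miRNAs whose mature sequence could be taken from the paper, 30 from its primers, 2 from its figures and 29 from its list of nucleotide changes, and for the 101 candidates of Dataset S2. Sequences of the other known miRNAs were not used here. A tag was counted for a miRNA when it matched the mature sequence without mismatch, its 5' end lay within 3 nt of the mature 5' end, and its 3' end ran at most 3 nt past the mature 3' end. Of 13308 tags counted in this way, 83 fitted several miRNAs, and they held 0.00221% of the reads. For TPM values, only tags seen in both runs of a sample were used. Of 63 sequences above 50 TPM on average, 48 differed by more than 1 on the log2 scale between the runs of P0 replicate 1, and 17 did so at P3. Values of each run are therefore given beside many of the averages, and an average given alone can hide a difference between the runs.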

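The change of each miRNA over development was measured as the slope of its log2 count on the stage order, from 1 for E10 to 8 for P28, with the counts of both runs of a tissue sample summed. The slope was tested over the 9 tissue samples with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over all miRNAs and candidates that had at least 10 counts in at least 2 tissue samples. Adjusted p-values of slopes come from this test, with an adjusted p-value under 0.05 as the threshold. An alternative fit kept the 2 runs of a sample apart, with the run as a replicate block. It counts technical runs as independent samples, so it can pass too many names. The TMM factors ranged from 0.574 (P0 replicate 2) to 1.78 (E10), and the biological coefficient of variation was 0.614.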

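The libraries of run 1 held between 4899010 and 11043948 clean reads, with a median of 9131376, and those of run 2 between 12769251 and 16590379, with a median of 14607976. Summed over both runs, a tissue sample had between 19910829 and 27464584 clean reads. The tags of run 1 were 18 to 30 nt long and those of run 2 were 18 to 39 nt long. The most frequent length was 22 nt in each of the 18 libraries. Tags of this length held 21.0% to 38.3% of the reads in run 1 and 33.8% to 44.4% in run 2. Lengths of 20 to 22 nt together held 50.8% to 65.0% of the reads of a library, with a median of 57.5%. Tags of 18 to 21 nt held a median of 49.4% of the reads in run 1 and 37.1% in run 2.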

We obtained approximately 20 million total reads for each sample after removal of low quality reads and contaminants (Table S1, see methods), with the peak length of each sample at about 20–22 nt (Figure S2). Small RNA reads >18 nt were annotated based on their sequences, and their relative abundances were determined by their counts, normalized to the total read number and shown as transcripts per million reads (TPM, see methods) [24]. To minimize the false positive signal, only reads that were detected in both two sequencings (technical replicates) were used for further bioinformatics analysis.

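Between 31952 (P14) and 81507 (E13) unique tags of a tissue sample were seen in both runs. These were 7.01% to 12.4% of the unique tags of a sample, with a median of 8.82%. They held 92.5% (E13) to 98.0% (P3) of its clean reads, with a median of 96.6%.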

**Figure 1:**
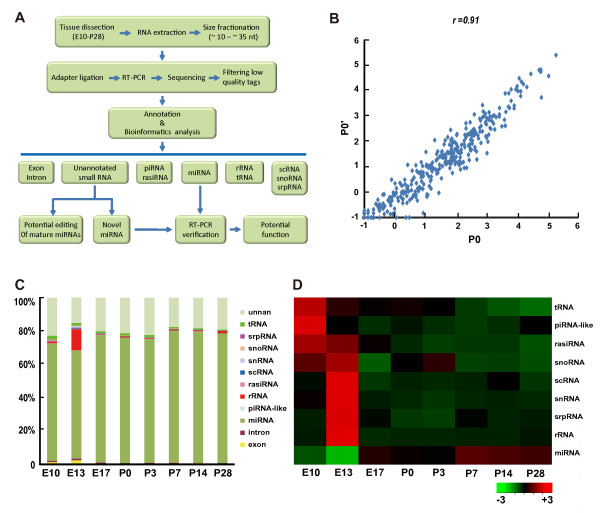
**Overview of deep-sequence results.A.** Flow chart of the study. Briefly, RNAs were extracted from rat cortical tissues of different developmental stages, size selected, and then sequenced by using the Solexa 1 G genome analyzer. Clean read tags were annotated by different bioinformatics softwares (see methods). **B.** The comparison of read numbers per miRNA between the two P0 samples. Since the read number per miRNA ranges from 0 to >10,000, the read number adding 1 was transformed by log10. Each dot represents data from one miRNA. There is a high correlation between the two sequencing results (*r* = 0.91, Pearson’s correlation; p < 0.001(two tail). **C-D.** Relative abundances of different classes of small RNAs. The chart (**C**) show the relative levels of each of the nine classes of small RNAs at different developmental stages. There were <3% reads coming from the degradation of mRNAs (exon and intron). The heat-map (**D**) shows the developmental tendency of the total amount of each class of small RNAs. Red and green indicate high and low expression, respectively.

This small RNA quantification based on deep-sequencing was highly reproducible, as reflected by a high Pearson’s correlation coefficient between miRNA levels of the two independent P0 tissue samples (r = 0.91) (Figure 1B). 

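Pearson's correlation of log10(reads + 1) between the 2 P0 tissue samples, with the runs of each summed, was 0.926 across the 61 known miRNAs, which are not independent replicates (95% bootstrap interval 0.884 to 0.957 over 2000 draws; Spearman's rho 0.917). Among the settings that used both runs of each sample, TPM without transformation, with the runs averaged, moved it most, to 0.762. The runs were also compared alone, a comparison chosen after the data had been seen. The correlation was 0.703 between the run 1 libraries and 0.962 between the run 2 libraries. Within P0 replicate 1 the run 1 and run 2 libraries correlated at 0.681, and within P0 replicate 2 at 0.949. The median size of the difference between the 2 P0 samples was 1.18 on the log2 scale with the runs averaged and 0.52 in run 2. Of the 61 miRNAs, 33 were more than 1 log2 unit apart with the runs averaged and 17 in run 2. From the correlation, the paper concludes that quantification by deep-sequencing was highly reproducible.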

Consistent with a peak of the length distribution at around 20–22 nt, we found that miRNAs were the major fraction of small RNAs detected in rat cortex at all developmental stages (≈70%, Figure 1C). rRNAs are known to play important roles in the protein synthesis machinery. 

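Reads of the 61 known miRNAs and the 101 candidates, together with all tags that begin with the bases shared by the let-7 family, gave a lower bound of the miRNA share, since other known miRNAs were not counted. It was 60.3% of the clean reads at E10 and 60.8% at E13. At the other stages it lay between 80.5% (E17) and 82.3% (P0 replicate 1 and P3). At E10 it was 68.9% in run 1 and 51.7% in run 2, the largest distance between the runs of a sample.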

Interestingly, small RNAs derived from rRNA at E13 were significantly higher than all other stages (Figure 1C-D). Consistently, as shown in Figure 1D, the total expression levels for small RNAs derived from scRNAs, snRNAs, and snoRNAs, three groups of small RNAs that contribute to the biogenesis of rRNAs or to the protein synthesis, all significantly correlated with that of rRNA-derived small RNAs, with a peak at E13. Since E13 is characterized by onset of neurogenesis in rat cerebral cortex [25], the peak of rRNA-derived small RNAs at E13 suggests an important role of regulation of protein synthesis for the onset of cortical neurogenesis. Other classes of small RNAs detected in cortical tissues, including piRNA-like RNAs and rasiRNAs as well as those derived from tRNAs and srpRNAs, exhibited gradual reduction in their expression during development.

### Identifying and profiling of known miRNAs

By aligning clean reads to precursors of known miRNAs in the miRBase (release 18.0) [26], we identified approximately 280 known miRNAs and 55 miRNA* (miRNAs star) expressed in cortical tissues of at least one of the eight developmental stages (Table 1). Currently, there are 438 mature rno-miRNAs and 242 rno-miRNAs* deposited in miRBase database, and close to fifty percent of these known miRNAs are expressed in rat cortex. To further validate the deep-sequencing results, we chose 21 miRNAs with typical expression profile during development (gradual increasing, gradual decreasing, and peak around P0) for further analysis using the quantitative polymerase chain reaction (qPCR) [27]. We found that the expression patterns of most of these miRNAs revealed by qPCR were consistent with deep-sequencing results (Figure 2) with the exception of only four miRNAs (rno-miR-296, rno-miR-93, rno-miR-99b and rno-miR-130a), which exhibited minor discrepancy between qPCR and deep-sequencing results at P0. These results further showed the high accuracy of deep-sequencing in detection and quantification of the relative expression levels of most miRNAs. The expression level of one extensively studied miRNA rno-miR-134, which plays important roles in regulation of embryonic stem cell differentiation and synapse plasticity [28-30], was used as a relative standard to judge the abundance of detected miRNAs. 

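The primers of rno-miR-134 gave the mature sequence TGTGACTGGTTGACCAGAGGGG. Its level was 398 TPM at E13 (510.0 in run 1 and 285 in run 2) and 335 TPM at P14 (476 in run 1 and 195 in run 2). At the other stages it lay between 53.3 TPM (P28) and 276 TPM (P7), with 94.9 ± 81.8 TPM at P0 (SD, n = 2). Of the settings tried, counting only tags identical to this sequence moved its level most, to 37.0 TPM at E13 and 11.8 TPM at P14.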

The expression levels of rno-miR-134 in our samples were 350.10 and 326.51 TPM at E13 and P14, respectively, and were less than 300 TPM at other stages. We found that there were 50 miRNAs whose expression was >300 TPM at more than one developmental stages, and 162 miRNAs exhibited <300 TPM expression in all developmental stages. This means that although most known miRNAs were detected in cortex, only one-third was abundantly expressed and may play significant roles during cortical development, although other relatively low-abundance miRNAs may also play some roles. The top 20 most abundant miRNAs at each developmental stage are summarized in Table 2.

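Among the 61 known miRNAs with a sequence, rno-miR-128 was the most abundant at P3 (115312 TPM), P7 (153459 TPM), P14 (173740 TPM) and P28 (145508 TPM). Its mature sequence TCACAGTGAACCGGTCTCTTT alone reached 76824 TPM at P7 and was the most abundant single tag at P7, P14 and P28. At E10, E13, E17, P3 and in P0 replicate 2 the most abundant tag was TGAGGTAGTAGGTTGTATGGTT, which has the let-7 start and for which no name was used here, with 56862 TPM at E10 and 96154 TPM at E17. The level of rno-miR-124 was highest at P0, with 112634 TPM in replicate 1 and 42559 TPM in replicate 2. rno-let-7d reached 55766 TPM at P28 and rno-let-7b 59574 TPM in P0 replicate 2.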

**Table 1:** Summary of miRNAs from the deep-sequencing results

	**Known miRNAs**	Known miRNAs*	**TPM >300**	**TPM >1000**	**Novel miRNAs**
**E10**	278	56	110	51	40
**E13**	272	53	99	49	30
**E17**	263	54	74	36	27
**P0**	258	54	76	41	24
**P3**	263	54	72	37	24
**P7**	264	54	79	50	11
**P14**	267	54	85	55	12
**P28**	265	54	88	53	18

**Figure 2:**
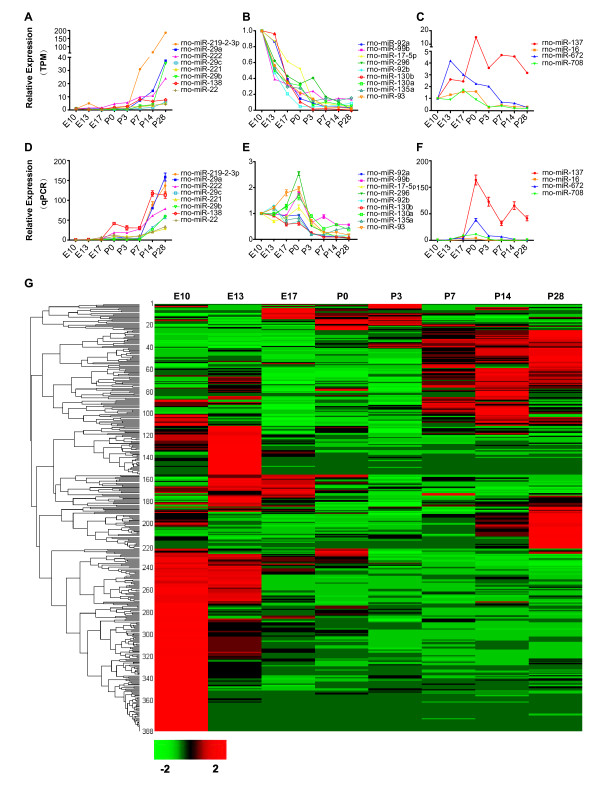
**Validation and clustering analysis of developmentally regulated miRNAs.A-C**. The expression of three groups of miRNAs at different developmental stages revealed by deep-sequencing. The three groups are: gradual increasing (**A**), gradual decreasing (**B**), and peak at middle stages (**C**). The expression level of miRNAs (TPM) at each developmental stage was normalized to that at E10. **D-F.** Quantitative PCR (qPCR) analysis of the expression profile of different groups of miRNAs shown in **A-C.** Results are based on average of three independent experiments (Mean ± SD). The developmental changes of the expression of most miRNAs revealed by qPCR are consistent with results from deep-sequencing. **G.** Clustering of differentially expressed microRNAs. The Complete Linkage Clustering was used by R package based on expression levels (TPM) of each miRNA at different stages. Both known miRNAs and novel miRNAs are included (Dataset S1). Red means highly expressed and green means lowly expressed.

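All 8 miRNAs shown as gradually increasing rose past the threshold over the 9 tissue samples. The slopes ran from 0.44 log2 units per stage for rno-miR-22 (standard error 0.12, adjusted p = 0.00858, edgeR) to 1.05 for rno-miR-219-2-3p (standard error 0.21, adjusted p = 0.00207, edgeR), whose level was 177-fold higher at P28 than at E10 with the runs averaged (28.1 to 17547 TPM in run 1 and 89.6 to 3314 TPM in run 2). The other slopes were 0.57 for rno-miR-221, 0.76 for rno-miR-222, 0.55 for rno-miR-29c, 0.67 for rno-miR-138 and those given below. With run 1 libraries alone the slope of rno-miR-221 was 0.33 and not past the threshold. That of rno-miR-22 was 0.30 with run 2 libraries alone and 0.32 without TMM normalization, and neither was past it. Of all settings, counting only tags identical to the mature sequence moved these miRNAs most: the slope of rno-miR-29b changed from 0.83 to -0.09, and those of rno-miR-219-2-3p (0.34), rno-miR-138 (0.32) and rno-miR-22 (0.13) were no longer past the threshold. Of the 9 miRNAs shown as gradually decreasing, 7 fell past it. The smallest adjusted p-value was that of rno-miR-130b (adjusted p = 5.29e-05, edgeR; slope -1.14 in run 1 and -1.25 in run 2), which was 345-fold higher at E10 than at P28 with the runs averaged (1701 to 9.60 TPM in run 1 and 2193 to 1.69 TPM in run 2, with 96 and 28 reads at P28). rno-miR-92a had a slope of -0.65, rno-miR-17-5p of -0.69 and rno-miR-93 of -0.72. rno-miR-130a fell by 0.53 and was not past the threshold in run 1 alone (-0.49). rno-miR-92b fell by 0.44, and its slope without E10 was -0.31 (adjusted p = 0.101, edgeR). For rno-miR-135a* the slope of -0.44 was not past the threshold in run 1 alone (-0.45), without E10 (-0.46), without E13 (-0.32) or without P7 (-0.42). The other 2 were rno-miR-296, which was not past it, and rno-miR-99b, which could not be tested. rno-miR-296 had a slope of -0.51 (adjusted p = 0.0865, edgeR) and was past it without TMM normalization (-0.60), with DESeq2 (-0.46), with the runs as a replicate block (-0.58) and with identical tags (-1.13). The sequence given by the primers of rno-miR-99b had a slope of -0.07 (adjusted p = 0.835, edgeR). Its levels followed those the paper lists for rno-miR-99a, so this slope does not test rno-miR-99b.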

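Of the 4 miRNAs shown with a peak at middle stages, rno-miR-137 and rno-miR-16 had their highest mean at P0, but the 2 P0 samples lay far apart, with an SD of 709.8 TPM around 597 TPM for rno-miR-137 and an SD of 2582 TPM around 2258 TPM for rno-miR-16. The level of rno-miR-16 at E17 was 2208 TPM, a difference smaller than the spread at P0. Its high P0 value came from run 1 of replicate 1, with 53454 of 6916489 clean reads. Run 2 of that sample had 6521 of 14858820, and the runs of replicate 2 had 4521 of 10258095 and 5909 of 13964298. In run 2 alone P0 was not the highest stage, since E10 had 30025 of 16420636 clean reads. rno-miR-672 was highest at E13 (1409 TPM), 1.38-fold above E17, and rno-miR-708 at E17 (2124 TPM), 1.67-fold above E10. For rno-miR-708 this order held in run 1, with 30088 of 9131376 clean reads at E17 and 15907 of 11043948 at E10. It was reversed in run 2, with 13187 of 13830486 clean reads at E17 and 18121 of 16420636 at E10. The slopes were 0.14 for rno-miR-137, -0.29 for rno-miR-16 and -0.37 for rno-miR-672, none past the threshold, and -0.39 for rno-miR-708 (adjusted p = 0.0457, edgeR). With the runs as a replicate block, rno-miR-16 (-0.29) and rno-miR-672 (-0.39) were past it, but that fit counts technical runs as independent samples. In run 2 alone rno-miR-16 was past it (-0.29) and rno-miR-672 was not (-0.32). In run 1 alone neither was (-0.28 and -0.43).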

**Table 2:** The top 20 highly expressed miRNAs at different developmental stages

**E10**	**E13**	**E17**	**P0**	**P3**	**P7**	**P14**	**P28**
rno-let-7c	rno-let-7c	rno-let-7c	rno-let-7c	rno-let-7c	rno-let-7c	rno-miR-128	rno-miR-128
rno-miR-9	rno-let-7a	rno-let-7a	rno-miR-124	rno-miR-128	rno-miR-128	rno-let-7c	rno-let-7c
rno-let-7a	rno-miR-199a-3p	rno-let-7f	rno-let-7a	rno-let-7f	rno-let-7f	rno-let-7f	rno-let-7a
rno-miR-103	rno-miR-103	rno-miR-99a	rno-let-7f	rno-let-7a	rno-let-7a	rno-let-7a	rno-let-7f
rno-let-7f	rno-let-7e	rno-let-7d	rno-miR-128	rno-let-7b	rno-let-7b	rno-let-7d	rno-let-7d
rno-miR-199a-3p	rno-miR-99a	rno-let-7b	rno-let-7b	rno-miR-124	rno-miR-124	rno-let-7b	rno-miR-29a
rno-miR-107	rno-let-7f	rno-miR-9	rno-miR-99a	rno-miR-103	rno-let-7d	rno-miR-124	rno-let-7b
rno-miR-181a	rno-miR-140*	rno-miR-124	rno-miR-9	rno-miR-9	rno-miR-99a	rno-miR-99a	rno-miR-124
rno-miR-101b	rno-miR-107	rno-miR-128	rno-miR-103	rno-miR-107	rno-miR-103	rno-miR-103	rno-miR-103
rno-let-7e	rno-miR-9	rno-miR-103	rno-let-7d	rno-let-7d	rno-let-7i	rno-miR-107	rno-let-7e
rno-miR-124	rno-miR-30d	rno-let-7e	rno-miR-101a	rno-miR-101a	rno-miR-107	rno-let-7e	rno-miR-107
rno-miR-140*	rno-miR-124	rno-miR-125b-5p	rno-miR-107	rno-let-7i	rno-miR-30d	rno-miR-30d	rno-miR-99a
rno-miR-101a	rno-let-7d	rno-miR-107	rno-let-7e	rno-miR-101b	rno-miR-9	rno-let-7i	rno-let-7i
rno-miR-181b	rno-miR-30a	rno-let-7i	rno-miR-125b-5p	rno-miR-181a	rno-miR-101a	rno-miR-9	rno-miR-30d
rno-miR-30a	rno-miR-7a	rno-miR-101a	rno-let-7i	rno-miR-125b-5p	rno-miR-30a	rno-miR-29a	rno-miR-9
rno-miR-181d	rno-miR-320	rno-miR-30d	rno-miR-181a	rno-let-7e	rno-miR-9*	rno-miR-30a	rno-miR-30a
rno-let-7i	rno-miR-191	rno-miR-30a	rno-miR-101b	rno-miR-320	rno-let-7e	rno-miR-101a	rno-miR-101a
rno-miR-320	rno-miR-101a	rno-miR-9*	rno-miR-140*	rno-miR-140*	rno-miR-101b	rno-miR-185	rno-miR-219-2-3p
rno-miR-99b	rno-miR-101b	rno-miR-191	rno-miR-320	rno-miR-99a	rno-miR-185	rno-miR-101b	rno-miR-185

We observed that although there was no obvious difference in the total number of unique miRNAs detected in cortex across different developmental stages, the expression level of different miRNAs in cortex was very dynamic over stages. 

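All 61 known miRNAs were counted in both runs of each of the 9 tissue samples, also when at least 3 counts were required in each run. Of 150 miRNAs and candidates tested for a slope on the stage order, 75 were past the threshold, 28 rising and 47 falling. Without adjustment, 82 had p-values under 0.05. Known miRNAs made up 29 of the 75 (14 rising, 15 falling) and candidates 46 (14 rising, 32 falling). Some candidates overlap in sequence and share reads, so the calls of candidates may not all be independent. Of the 57 tested names on the list of miRNAs and candidates named in the paper, 28 were past the threshold, and 28 were when adjusted over the list alone, which is not independent evidence since the paper chose these names on the same samples. The run 1 libraries alone moved the count most among the settings that kept all stages, to 34 of 130 tested. Run 2 alone gave 65 of 140. Leaving out 1 tissue sample at a time gave 57 (without E10) to 74 (without P0 replicate 1). Without TMM normalization the median slope moved from -0.10 to -0.20 log2 units per stage, and the rising share of the calls from 37.3% to 21.2%. Outside the list, the largest slopes that kept their direction in both runs belonged to Candidate 87 (0.66), Candidate 98 (0.63), Candidate 65 (0.48), rno-miR-409-5p (0.43) and Candidate 39 (0.42), and to Candidate 58 (-1.59), Candidate 19 (-0.96), Candidate 101 (-0.92), Candidate 49 (-0.90) and rno-miR-25 (-0.72). Among these, Candidates 65 and 87 were not past the threshold in run 1 alone. Of the 9 fits without 1 tissue sample, Candidate 65 was not past it in 6 (without E10, E13, E17, P0 replicate 1, P7 or P14; slopes 0.37 to 0.53) and Candidate 87 in 4 (without E10, E13, E17 or P14; slopes 0.48 to 0.69). The level of the 8 candidates in this group was at most 7.14 TPM at any stage (Candidate 49 at E10).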

We carried out the clustering analysis for all detected known miRNAs and 44 novel miRNA candidates (see below) based on their relative expression levels (Figure 2G). Dataset S1 shows a list of these known and novel miRNAs in the order of clustering result. 

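For 37 of the 61 known miRNAs the mean level of E10 and E13 was higher than that of P14 and P28, and for 24 it was lower.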

As shown in Figure 2, more miRNAs exhibited higher expression level in earlier developmental stages than later stages. Nearly 40 % of miRNAs had the highest abundance at E10. Moreover, more miRNAs exhibited a higher abundance in early developmental stages (E10 and E13) and late developmental stages (P7-P14) than in middle stages (E17-P3). 

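Of the 61 known miRNAs, 18 (29.5%) had their highest level at E10, 14 (23.0%) at E13 and 10 (16.4%) at P28. With each run taken alone, a comparison chosen after the data had been seen, 17 (27.9%) were highest at E10 in run 1 and 20 (32.8%) in run 2. Among the 101 candidates, 38 (37.6%) were highest at E10 and 30 (29.7%) at E13. By the levels the paper lists in Dataset S1, 149 of its 344 known miRNAs (43.3%) are highest at E10, and among the 61 counted here 17 (27.9%) are.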

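The mean of E10 and E13 was above the mean of E17, P0 and P3 for 45 of the 61 known miRNAs. The mean of P7 and P14 was above that of the middle stages for 29 and below it for 32. For 21 miRNAs the early and the late mean both lay above the middle stages, and for 8 both lay below.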

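rno-miR-29a rose by 0.88 log2 units per stage (standard error 0.12, adjusted p = 0.000198, edgeR), from 741 TPM at E10 to 28039 TPM at P28. Its slope was 0.92 in run 1 and 0.83 in run 2. rno-miR-128 rose by 0.96 (standard error 0.27, adjusted p = 0.0104, edgeR), and its level at P28 was 88.1-fold that at E10. Of the rno-miR-181 family, sequences of rno-miR-181c and rno-miR-181d were used here. rno-miR-181d fell by 0.47 (standard error 0.11, adjusted p = 0.00569, edgeR), from 14437 TPM at E10 (4502 in run 1 and 24372 in run 2) to 427 TPM at P28. Without E10 its slope was -0.31 (adjusted p = 0.0961, edgeR), and in run 1 alone it was -0.62 (adjusted p = 0.182, edgeR). rno-miR-181c had 3053 TPM at E10 and 190.5 TPM at P28, and its slope of -0.37 was not past the threshold (standard error 0.17, adjusted p = 0.0865, edgeR). It was past it without E13 (-0.49, adjusted p = 0.0274, edgeR), without P0 replicate 1 (-0.33), with DESeq2 (-0.34), without TMM normalization (-0.47) and with the runs as a replicate block (-0.37).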

Overall, the expression patterns of miRNAs fell into four main categories: (1) Enriched in early embryonic stages, especially at E10 and E13 and decreased gradually during development (i.e. the rno-miR-181 family); (2) Enriched late postnatally, especially at P14 and P28, and tended to increase over time (i.e. rno-miR-29a and rno-miR-128); (3, 4) Peaked around neonatal stage (P0), either highest peak or lowest peak.

The expression profile of miRNAs provides a hint of their potential functions during development. For example, at E10, which is a stage of fast proliferation and expansion of cortical progenitor cells, more than 100 miRNAs exhibited higher expression than any other developmental stages. Some of these miRNAs, i.e. rno-miR-34c, rno-miR-449a, rno-miR-301b, rno-miR-532-5p, rno-miR-219-5p, rno-miR-451, and rno-miR-152, were even 10-fold more abundant at E10 than at any other stages, providing a hint that these 7 miRNAs may play important roles in the regulation of progenitor cell proliferation. 

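Of these miRNAs, the sequence of rno-miR-34c was used here. Its level was 3901 TPM at E10 and at most 392 TPM at any other stage (P3), a 9.96-fold difference. In run 1 alone it was 5080 TPM at E10, 11.2-fold above P3. In run 2 alone it was 2722 TPM, 4.09-fold above P14 (665 TPM). A single tissue sample was sequenced at E10, so the spread at that stage is not known, and E10 was not tested against the other stages. The slope of rno-miR-34c over all stages was not past the threshold (-0.20, standard error 0.13, adjusted p = 0.227, edgeR), but a slope does not test a peak at E10.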

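rno-miR-199a-3p had its highest level at E13, 40976 TPM, followed by 29739 TPM at E10, while E17 had 347 TPM and the P0 samples 287 ± 86.2 TPM (SD, n = 2). In run 2 alone E13 was 1.81-fold above E10, and in run 1 alone E13 had 50143 TPM and E10 41905 TPM. Its slope of -0.61 (standard error 0.21, adjusted p = 0.0298, edgeR) was no longer past the threshold without E13 (-0.43), E10 (-0.57), P7 (-0.61) or P28 (-0.67), in run 2 alone (-0.54), or with embryonic against late postnatal samples as 2 groups. rno-miR-494 had 1015 TPM at E13, 4.36-fold above E10. The difference between these stages was 6.91-fold in run 1 and 1.89-fold in run 2. Without E13 its slope changed from -0.51 to -0.28 (adjusted p = 0.120, edgeR), and it was not past the threshold in run 1 alone (-0.52) or with identical tags (-0.44). Each of E10 and E13 was a single tissue sample. Sequences of rno-miR-182 and rno-miR-7a were not used here.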

At about E13, when the first waves of neurons are produced from neural progenitor cells in rat cortex [25], we found that 4 miRNAs were particularly high at this stage, including rno-miR-199a-3p, rno-miR-494, rno-miR-182, and rno-miR-7a, suggesting important roles of these miRNAs in neurogenesis. 

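rno-miR-137 had 1099 TPM in P0 replicate 1 and 95.5 TPM in P0 replicate 2. The high value came from run 1 of replicate 1 (2043 TPM), since run 2 of the same sample gave 156 TPM and the runs of replicate 2 gave 59.9 and 131 TPM. The next highest level with the runs averaged was 184 TPM at P7. In run 2 alone the highest level was 149 TPM at P3, against 143 TPM at P0. The slope was 0.14 (standard error 0.29, adjusted p = 0.760, edgeR) and had the opposite sign without E10 (-0.11) and without E13 (-0.01).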

At neonatal stage (around P0), when the majority of pyramid neurons have already migrated to their destinations and are extending axons and dendrites [31], we found high expression of several miRNAs at this stage, i.e. rno-miR-137 and rno-miR-19b. Consistently, a previous study showed that miR-137 regulates neuronal maturation by targeting the ubiquitin ligase Mib-1 [32]. Dataset S1 provides a complete list of the name and relative abundance (TPM) of all detected known miRNAs.

We note that during the preparation of this manuscript, one group reported the identification of two novel miRNAs from the brain tissue named as rno-miR-344b-5p and rno-miR-3559-5p [33]. Our work further verified their finding of these two novel miRNAs in brain tissues (Figure S3). 

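The primers of rno-miR-344b-5p gave the sequence AGTCAGGCTGCTGGTTATATTC. Its level was 2.47 TPM at E10, 6.73 TPM at E13 and 10.0 TPM at E17. It was 43.9 ± 17.1 TPM at P0 (SD, n = 2), 71.0 TPM at P3 and 51.9 TPM at P7. It reached 103 TPM at P14 and 249 TPM at P28 (155 in run 1 and 343 in run 2). The slope was 0.93 log2 units per stage (standard error 0.17, adjusted p = 0.000874, edgeR). It was 0.80 in run 1 alone (adjusted p = 0.0518, edgeR) and 0.95 in run 2 alone (adjusted p = 0.00139, edgeR).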

The expression of rno-miR-344b-5p gradually elevated during development, suggesting that its function may involve late developmental processes like the synapse development and plasticity [34]. 

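The sequence used for rno-miR-3559-5p was TGACAGACTTAGTACTACATGA. Its level was 2667 TPM at E10, 4782 TPM at E13 and 274 TPM at P28. E13 was 2.09-fold above E10 in run 1 (8115 and 3885 TPM), while both stages had 1449 TPM in run 2. The slope was -0.41 log2 units per stage (standard error 0.11, adjusted p = 0.00956, edgeR). It was -0.37 in run 1 alone, not past the threshold (adjusted p = 0.131, edgeR), and -0.40 in run 2 alone (adjusted p = 0.00472, edgeR).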

Expression of rno-miR-3559-5p dropped over development, with a peak at E13, suggesting a potential role in embryonic neurogenesis.

### Identification of potential novel miRNAs in cortex

One advantage of deep-sequencing in miRNA detection is its ability to discover potential novel miRNAs. In the current study, the miReap algorithm [35] (Http://sourceforge.net/projects/mireap) was employed to call all candidate miRNA precursors with hairpin-like structures (see methods). Altogether, 101 potential novel miRNAs were identified in this study when annotated to the miRBase release 18.0. 

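Of the 101 candidate sequences, 3 (Candidates 2, 71 and 91) had 0 reads identical to them in the 18 libraries, which allows up to 3 counts in each. Tags counted for Candidate 2 were also counted for Candidate 3, whose sequence overlaps it. Candidates 7 and 64, 17 and 90, 20 and 44, and 47 and 67 also overlap in sequence and shared most of their reads. Reads identical to Candidate 11 numbered 129503 over all libraries, and those identical to Candidate 3 numbered 408.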

Dataset S2 provides a complete list of the name and relative abundance for all novel miRNA candidates based on annotation to release 18.0 of miRBase. The predicted structure of 11 newly identified miRNAs are shown in Figure  S4 as examples. The existence of these 11 novel candidates was further verified by RT-PCR, together with several recently identified miRNAs (rno-miR-2964, rno-miR-344b-5P, and rno-miR-3559-5p). We found that those with extremely low reads failed to be consistently detected using PCR (Figure 3A). 

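The reads identical to each candidate were counted over all 18 libraries. Candidate 4 had 804, Candidate 5 had 603, Candidate 10 had 375, Candidate 9 had 289, Candidate 6 had 248 and Candidate 1 had 228. Candidate 8 had 169 and Candidate 7 had 142. With length variants included, the highest level among Candidates 1 to 10 was 38.7 TPM, that of Candidate 5 at E13.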

Overall, eight of the 11 novel candidates were verified by PCR (Figure S5). The expression pattern of 2 highly expressed novel candidates were also verified using qPCR with consistent results as that of deep-sequencing (Figure 3B-D). The number of potential novel miRNAs detected by deep-sequencing was very diverse over development (Table. 1), and the expression level of most novel candidates was very low. 

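Between 68 (P14) and 92 (E17) of the 101 candidates had counts in both runs of a tissue sample. At E10 the number was 90, and it was 74 in P0 replicate 1 and 88 in P0 replicate 2. When at least 3 counts were required in each run, the number ranged from 45 (P14) to 83 (E10). These numbers include length variants, which could differ between the runs. With identical tags alone, 46 (P14) to 71 (E10) candidates had counts in both runs. At least 3 such counts in each run were found for 22 (P7) to 53 (E10). The median level of a candidate was 0.969 TPM at E10, 1.33 TPM at E13 and 0.230 TPM at P28.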

Out of the total 101 novel candidates, only 2 candidates were expressed at a relatively high abundance and were thus more likely to play important biological functions in brain. Among these 2 candidates, Candidate 55 was enriched at E10 (259.55 TPM), and was not detected in any other developmental stages. 

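In each of the 9 tissue samples 1 candidate exceeded 300 TPM. At E10, 3 candidates exceeded 100 TPM. From E13 to P3, 2 did so in each sample, and from P7 to P28, 1 in each.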

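Candidate 55 (TAGGCTAGAAAGAGGTTGGGGA) had 408 TPM at E10, with 61.6 TPM in run 1 and 754 TPM in run 2. It had 174 TPM at E13, 219 TPM at E17, 167 ± 25.4 TPM at P0 (SD, n = 2) and 142 TPM at P3. Later levels were 56.4 TPM at P7, 39.9 TPM at P14 and 31.5 TPM at P28. E10 was 1.86-fold above E17 with the runs averaged, whereas in run 1 alone the highest level was 234 TPM at E17. With tags identical to the sequence only, the level at E10 was 166 TPM, and the later levels were lower than with length variants as well: 25.2 TPM at E13, 20.8 TPM at E17, 16.7 TPM at P0, 22.0 TPM at P3, 5.42 TPM at P7, 5.38 TPM at P14 and 3.22 TPM at P28, so that E10 stood out more with the runs averaged, but run 1 had 153 such reads at E10 and 180 at E17. The slope was -0.39 log2 units per stage (standard error 0.14, adjusted p = 0.0299, edgeR). It was no longer past the threshold in run 1 alone (-0.38) or without P7 (-0.37), P14 (-0.35) or P28 (-0.28).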

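Candidate 11 (CTAAGGCAGGCAGACTTCAGTG) rose from 164 TPM at E10 and 754 TPM at E13 to 835 TPM at E17 and 1151 ± 224 TPM at P0 (SD, n = 2). At P3 it had 2212 TPM, 1.60-fold above P7 (1386 TPM). The levels at P14 and P28 were 1195 TPM and 525 TPM. P3 was the highest stage in run 1 (1868 TPM) and in run 2 (2556 TPM). The distance of P3 from P0 was larger than the SD at P0. The slope over all stages was 0.30 (standard error 0.23, adjusted p = 0.299, edgeR), and with DESeq2 it was 0.38 and past the threshold.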

The expression level of the Candidate 11 reached a peak at P3, a stage characterized with the peak of gliogenesis in rat cerebral cortex [36]. Next, we compared the expression level of Candidate 11 in different tissues including cortex, hippocampus, cerebellum, skin, heart, and skin. We found that this novel candidate was enriched in central nerve system (Figure 3C).

**Figure 3:**
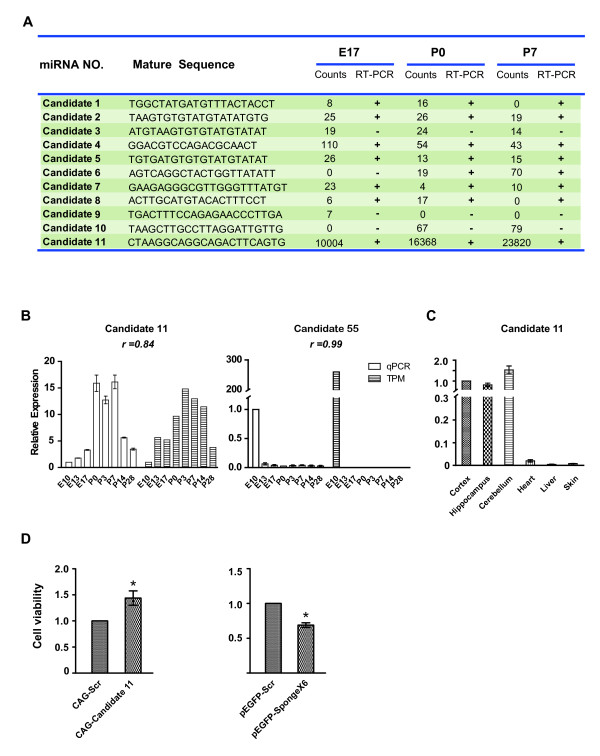
**Validation of the expression of novel miRNAs.A.** Summary of the RT-PCR analysis of the 11 selected novel miRNAs. Novel candidates with extremely lower abundance can be detected by deep-sequencing but not by PCR amplification. Counts mean the numbers of each unique read coming from deep sequencing. **B.** Validation of the expression profile of 2 highly expressed novel miRNA candidates (candidate 11, candidate 55) by qPCR. All experiments were repeated for 3 times. Error bars represent standard deviation. The relative expression was normalized to E10 value for both qPCR and TPM. There is a high correlation between the deep-sequencing and qPCR results. **C.** Expression of the candidate in different tissues. The relative expression of miRNAs in different tissues was normalized to that of cortex. Note that all of them are enriched in the central nerve system. Experiments were repeated for 4 times. Error bars represent standard error deviation (n = 4; *P < 0.05). **D.** Regulation of C6 cell proliferation by Candidate 11. Overexpression of Candidate 11 promoted cell proliferation, whereas suppressing the endogenous Candidate 11 by overexpression of a sponge RNA (6X) reduced cell proliferation. Experiments were repeated for 3 times. Error bars represent standard error of the mean (n = 3; *P < 0.05).

To test whether the biogenesis of novel candidates depends on Dicer, we compared the expression level of mouse homologues of candidate novel miRNAs in cortical tissue of wild type mice and mutant littermates of brain-specific knockout of Dicer (Nestin-Cre, Dicer-floxed). As positive control, the expression of three known miRNAs, miR-134, miR-124, and the newly identified miR-344b-5p, was significantly reduced in Dicer knockout brain. The expression levels of mouse Candidate 11 also significantly decreased in homozygous knockout brains (Figure S6), further supports the notion that it indeed belongs to the category of miRNA.

Dataset S2 provides a complete list of the name and relative abundance (TPM) for all detected novel miRNAs, some of which were selected for clustering analysis together with known miRNAs (Figure 2G; Dataset S1). To get functional hints for these novel candidates, we predicted the potential target genes of these miRNAs by using TargetScan [37], and carried out gene ontology (GO) enrichment analysis with GOrilla of predicted target genes (Dataset S3). We found that the potential function of Candidate 11 may be involved in regulating energy production and G-protein-coupled receptor signaling pathway. Considering that Candidate 11 has highest expression at P3, which is a peak stage for gliogenesis in cortex [36], we further examined whether it affects the proliferation of glial cells using cultured rat C6 glial cell line. Interestingly, overexpression of Candidate 11 in C6 cells increased the cell proliferation, whereas suppressing the endogenous Candidate 11 by overexpressing a specific sponge RNA [38] reduced the cell proliferation (Figure 3D). This result supports the notion that this novel miRNA may regulate the gliogenesis during cortical development.

### Potential stage-specific RNA modification during cortical development

Recent studies showed that miRNAs may undergo cleavage at the 3’ end by specific exoribonuclease, resulting in the existence of multiple isoforms of variant lengths (isomiRs) [39]. We note that in all cortical RNA samples, variability in the length of miRNAs was detected as addition and/or trimming of nucleotides at both 3’ end and 5’ end of mature miRNAs. 

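The ends of 32 known miRNAs were given by the paper's primers and figures. For each of these 32, tags trimmed at the 3' end and tags trimmed at the 5' end were found in both runs of a sample. Tags whose ends differed from the mature ends by up to 3 nt at either end were placed in 8 length classes. Additions of any base were counted, since precursor sequences were not used here. Tags trimmed at the 3' end alone were the most frequent class for 23 of the 32 miRNAs, and tags with additions at the 3' end alone for the other 9.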

Majority of known miRNAs underwent trimming at both 3’ and 5’ ends. However, trimming for several miRNAs including rno-miR-1*, rno-miR-196a*, rno-miR-207, rno-miR-347, and rno-miR-742 was not detected, possibly due to the low abundance of trimmed isoforms rather than a selective protection of modifications. Consistent with previous findings in Drosophila [40] and in Human[41], we found that 3’ end trimming is the most frequent type of isomiR in all cortical samples (Figure S7). This also suggests that there is no stage-specific regulation of the trimming of miRNAs. 

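Among the reads of these length classes, 3' trimming alone was the most frequent in 6 of the 9 tissue samples. Its share was 71.5% at E13, 65.1% at E17, 54.2% in P0 replicate 1, 53.1% at P7, 53.5% at P14 and 48.6% at P28. In the other 3 samples 3' addition was more frequent, with 49.3% against 39.1% for 3' trimming at E10, 56.8% against 39.5% in P0 replicate 2, and 64.1% against 31.8% at P3. In run 1 alone 3' trimming was the most frequent in 7 of 9 samples, and in run 2 alone in 2 of 9 (E13 and E17), a comparison chosen after the data had been seen. At P0, replicate 1 had 80.7% in run 1 and 27.7% in run 2. Allowing 5 nt at each end, or counting all tags, left 6 of 9 samples.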

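Over the 9 tissue samples, the share of 3' trimming had a Spearman's rho of -0.184 with the stage order (p = 0.634, exact permutation test, two-sided) and a Pearson's r of -0.152 (p = 0.692, exact permutation test, two-sided). Adjusted over the 2 relations with stage order that were computed, these p-values stayed 0.634 and 0.692. Within run 1 the rho was -0.368 (p = 0.327, exact permutation test), and within run 2 it was 0.134 (p = 0.732, exact permutation test). Without E10 and P28, the samples farthest from the middle of the stage order, it was -0.631 (r = -0.479; p = 0.141 for rho, exact permutation test). No trend of 3' trimming with stage was detectable with these samples. From the share of 3' trimming over all stages, the paper proposes that trimming has no stage-specific regulation.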

Dataset S4 provides a complete list of the name and relative abundance (TPM) of all detected isomiRs of known miRNAs.

RNA editing has emerged as one important posttranscriptional mechanism that introduces nucleotide changes in RNA sequence, such as cytidine (C) to uridine (U) and adenosine (A) to inosine (I) via deamination [42], and may play important regulatory roles in the nervous system [43]. Although the majority of editing events happens to pri-miRNA and appear to affect the miRNA processing step, some nucleotide alterations happen in the “seed” sequence of mature miRNAs [44]. These edited mature miRNAs with altered “seed” sequence are likely to suppress a set of genes different from those targeted by unedited miRNAs. We systemically examined the nucleotide changes of mature miRNAs by alignment of unannotated tags with mature sequence of miRNAs allowing one nucleotide mismatch [45,46]. 

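Nucleotide changes were counted in tags that had the mature 5' end of 1 of the 61 known miRNAs, differed from it by a single base and were seen in both runs of a sample. Positions are counted from 1 at the 5' end of the mature miRNA. Changes at position 1 and in the last 3 bases were not used. In all, 2963 distinct changes were found, and each of the 61 miRNAs had some. A tag identical to a miRNA whose sequence was not used here could not be recognised, so 4 changes whose reads exceeded 10% of the unchanged reads were left out. Per sample, the mean number of changes at positions 2 to 8 and 12 to 15 was 1.29 times that at the other positions up to 20 (range 1.14 to 1.43). It was above 1 in 9 of 9 samples (p = 0.00391, exact sign-flip permutation test of the log ratio, two-sided, the smallest p that 9 samples allow). Of the settings tried, taking mismatched reads as a share of the reads that cover a position moved this ratio most, to 0.767, below 1 (p = 0.0234, exact sign-flip permutation test, above 1 in 2 of 9 samples). The paper's figure gives summed TPM at each position, which is a measure of reads. Neither ratio here uses the same measure.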

We discovered 160 miRNAs with single nucleotide modification located across the mature sequence with obviously higher frequency of modification detected at the “seed” and flanking regions (Figure 4A). The existence of such a peak in nucleotide changes at “seed” and flanking sequences suggests that most observed nucleotide changes were not caused by random mutations during sequencing, but by active miRNA editing in the cell. 

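Not all of the 61 miRNAs reach the last positions, as the last 3 bases were not used. Those long enough to show a change number 54 at position 18, 42 at position 19 and 15 at position 20. The mean number of changes per sample was 98.3 at position 2, 109 at position 11, 108 at position 15 and 16.7 at position 20. Over positions 2 to 17, which all 61 miRNAs reach, the ratio was 1.05 (p = 0.00391, exact sign-flip permutation test, two-sided). Dividing the changes by the number of miRNAs long enough, a setting chosen after the data had been seen, gave 1.13 (p = 0.00781, exact sign-flip permutation test, 8 of 9 samples above 1). From the higher frequency at the seed and flanking positions, the paper proposes that most changes came from active miRNA editing in the cell and not from random mutations during sequencing.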

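All 12 kinds of single-base substitution were found in the tags of the known miRNAs. G to T made up 18.0% of the edited reads, C to T 13.5%, A to G 10.7%, T to G 10.3%, G to A 9.83% and A to C 9.32%. The remaining kinds made up between 2.47% (C to G) and 7.67% (T to C). The composition differed between the runs. G to T was 22.6% of the edited reads in run 1 and 12.0% in run 2, A to C was 13.5% and 3.90%, and C to T was 9.01% and 19.2%.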

Besides the well-known “A” to “I” modification, many other RNA editing events were also discovered such as “A” to “C” and “G” to “T” (Dataset S5), consistent with a widespread RNA editing discovered in previous human transcriptome studies [47-49]. Although the expression level of the majority of edited miRNAs was very low, some particularly high frequent editing events happened at certain developmental stages. Taking rno-miR-128 as an example, highest frequency of “A” to “C” editing at position 3 and “G” to “T” editing at position 6 was observed at P14, whereas “G” to “T” editing at position 8 was highest at P3 (Figure S8).

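With positions counted from the 5' end of the mature miRNA, the A3C share of rno-miR-128 reads at P14 was 0.554% in run 1 (95% Wilson interval 0.541% to 0.568%) and 0.00888% in run 2 (0.00765% to 0.0103%). In the other 19 miRNAs with that base at that position, the pooled A3C share at P14 was 0.567% in run 1 and 0.0154% in run 2, but the median share in run 1 was 0. In the 9 of these with at least 10000 reads, a comparison chosen after the data had been seen, the median was 0.573% (0 to 0.856%). The G6T share at P14 was 0.775% in run 1 (0.759% to 0.792%) and 0.0886% in run 2 (0.0845% to 0.0929%), and that of the other miRNAs 0.664% and 0.0604%. In run 2, P14 was not the highest sample: A3C was 0.0228% and G6T 0.143% at P7. At P3 the G8T share was 1.21% in run 1 (1.19% to 1.23%) and 0.0945% in run 2. P3 was not the highest sample in run 2: G8T was 0.146% at P7, 0.124% at P28 and 0.111% in P0 replicate 2. In 14 other miRNAs the G8T share at P3 was 0.103% in run 1 and 0.0308% in run 2. The highest was 0.771%, in rno-miR-296 in run 1. Intervals cover counting error only, since reads after PCR are not independent molecules, and the runs differed by far more than these intervals.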

**Figure 4:**
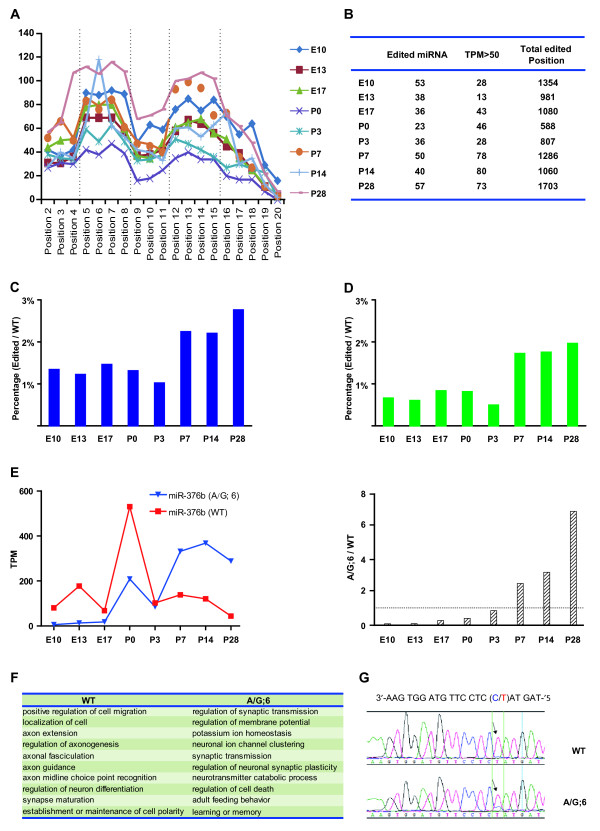
**Characterization of miRNA editing during cortical development.A.** Cumulative counts (TPM) of editing at each position of all mature miRNA sequences at different developmental stages. The editing events were enriched at “seed” sequence (position 2 to 8) and flanking region (position 12 to 15) of miRNAs. **B.** Summary of miRNA editing at different stages detected by deep-sequencing. There are more edited miRNAs and modified positions at P28 than other stages. The number of highly edited miRNAs (TPM > 50) gradually elevated during development. **C-D:** The percentage of total edited miRNA reads among total miRNA reads was much higher after P7 than earlier stages (**C**). Similar tendency was also observed for miRNAs of high editing events (>50 TPM) (**D**). **E.** Developmental changes of the expression of wild type (WT) and “A” to “I” edited miRNA-376b at position 6 (A/G: 6). The level of edited form exceeded that of WT from P7. **F.** Summary of biological processes that may be regulated by WT and edited (A/G:6) miRNA-376b. All target genes of the wild type and edited miRNAs were predicted by TargetScan and statistically over-represented GO annotations were included (*P* < 0.01). Note that GO terms of WT are those involved in early development of cortex. Those GO terms unique to edited miRNA targets are associated with establishment and maintenance of neural circuitry. G. Validation of “A” to “I” editing of miRNA-376b at position 6. RNAs from P7 rat cortex were reverse transcribed and then amplified by PCR. The PCR product was sequenced. A heterozygous change A-G was detected at position 6 (arrow).

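Tags of the 61 known miRNAs with 1 mismatch were grouped into changes of one kind at one position, and changes above 50 TPM were counted. The number of miRNAs with such a change was 10 at E10, 4 at E13, 9 at E17, 9 and 8 in the P0 samples and 11 at P3. It was 11 at P7, 16 at P14 and 12 at P28. The means were 13.0 ± 2.65 (SD, n = 3 samples) from P7 on and 8.50 ± 2.43 (SD, n = 6 samples) before (p = 0.0476, exact permutation test over 84 splits, two-sided). This p-value was 0.0476 after adjustment over the 3 comparisons made between these groups. The number at P7 did not exceed that at P3. A cut in TPM also depends on the level of the miRNA itself. For example, the G6T change of rno-miR-128 was 0.165% of its reads at E10 and 0.134% at P28. In TPM it was 2.77 at E10 and 189.5 at P28, so only P28 lay above the cut. The count therefore does not separate a higher rate of change from higher levels.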

We found that the number of miRNAs with a relatively high editing events (>50 TPM) was much higher after P7 than at earlier developmental stages (Figure 4B). Moreover, the percentage of total edited miRNA reads among total miRNA reads was also much higher after P7 than earlier stages (Figure 4C). 

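The share of edited reads, those with 1 mismatch, among the reads of the 61 miRNAs was 3.80% at P7, 4.54% at P14 and 4.13% at P28. Before P7 it lay between 1.87% (E13) and 3.11% (P0 replicate 2). The means were 4.16% ± 0.366 (SD, n = 3 samples) and 2.56% ± 0.506 (SD, n = 6 samples), a difference of 1.60 points (p = 0.0119, exact permutation test, two-sided, the smallest p that 84 splits allow; adjusted p = 0.0179 over 3 comparisons). In run 1 alone the difference was 2.03 points (p = 0.0119, exact permutation test) and in run 2 alone 1.17 points (p = 0.0357, exact permutation test). The share was higher in run 1 than in run 2 in every sample, from 1.25-fold at P28 to 3.39-fold at P14, where it was 7.01% in run 1 and 2.07% in run 2. In run 2 the P14 share was below those of E17 (2.32%) and P0 replicate 2 (2.28%). With the runs summed, the share at P28 was 4.09% (95% Wilson interval 4.08% to 4.10%). The mean from P7 on was 1.63-fold that before. A to G changes alone, a small part of the edited reads, gave 0.170 points and 1.62-fold (p = 0.0119, exact permutation test). The ratio moved most with changes above 50 TPM, to 2.33-fold. When each miRNA was given the median share of all miRNAs with at least 10000 reads at the same position and substitution, the difference was 1.49 points.

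**Figure D1:**
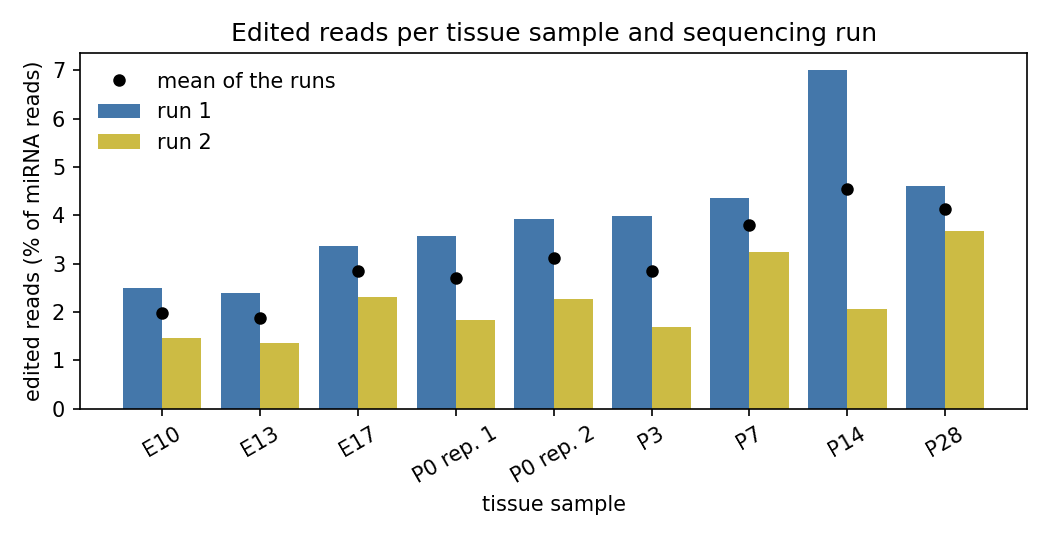
Edited reads in percent of the reads of the 61 known miRNAs, for each tissue sample. Bars show run 1 and run 2 and dots the mean of the runs, without error bars since a bar is 1 library. The mean is highest at P14 (4.54%), where run 1 and run 2 lie farthest apart.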

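Reads in changes above 50 TPM were 1.90% of the miRNA reads at P7, 2.91% at P14 and 2.19% at P28. Before P7 they ranged from 0.253% at E13 to 1.53% at P3. The means were 2.33% ± 0.519 (SD, n = 3 samples) from P7 on and 1.00% ± 0.491 (SD, n = 6 samples) before (p = 0.0119, exact permutation test, two-sided; adjusted p = 0.0179 over 3 comparisons). At P14 the share was 4.68% in run 1 and 1.13% in run 2, and at P28 it was 2.85% and 1.53%. As the cut is in TPM, this share also depends on the levels of the miRNAs and not on the rate of change alone.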

Similar tendency was observed for miRNAs of high editing events (>50 TPM) (Figure 4D). These results suggest the necessity of miRNA editing for complex regulation of gene expression at late postnatal stages, potentially contributing to the complicated synaptic wiring. 

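Without rno-miR-376b, whose A6G change is counted from the 5' end of the mature miRNA, the difference in edited share was 1.56 points, and without all A to G changes it was 1.45 points. Within positions 2 to 8 alone it was 0.830 points (1.66% against 0.830%). Leaving out 1 tissue sample at a time gave 1.41 points (without P14) to 1.78 points (without P7), with an exact permutation p-value of at most 0.0357, the smallest that 28 splits allow. From the higher number and share of edited reads after P7, the paper proposes that miRNA editing is needed for complex gene regulation at late postnatal stages.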

As a distinguished representative of miRNA editing, rno-miRNA-376 family have been extensively studied [5]. The previously reported “A” to “I” editing at position 6 (A/G: 6) of rno-miRNA-376b was also detected in the present study by both deep-sequencing and PCR-based sequencing (Figure 4G). 

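The A6G change of rno-miR-376b, with positions counted from the 5' end of the mature miRNA, made up 5.17% of the rno-miR-376b reads at E10, 6.42% at E13 and 22.9% at E17. It was 38.6% in P0 replicate 1 (26.1% in run 1 and 51.1% in run 2), 39.6% in P0 replicate 2 (40.5% and 38.6%) and 47.3% at P3. It reached 71.1% at P7, 75.9% at P14 and 87.2% at P28. Over the 9 tissue samples, Spearman's rho with the stage order was 0.996 (p = 1.10e-05, exact permutation test, two-sided; adjusted p = 2.20e-05 over 2 relations with stage order). Pearson's r was 0.990 (p = 5.51e-06, exact permutation test, two-sided; adjusted p = 1.10e-05). Within run 1 the rho was 0.996, and within run 2 it was 0.971 (p = 8.82e-05, exact permutation test). Without E10 and P28 the rho was 0.991 (r = 0.990; p = 7.94e-04 for rho, exact permutation test). Run 2 alone moved the rho most among the settings that kept all samples. Counting all tags, or only tags of the full length, gave 0.979. In the other 10 miRNAs with the same base at position 6, the pooled share of this change was at most 0.135% in any library, and the highest single share was 2.32%, in rno-miR-378 at P28 in run 2.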

Deep-sequencing results showed that the level of this “A” to “I” editing at position 6 of rno-miRNA-376b increased during cortical development. Surprisingly, the expression level of edited sequence exceeded that of the wild type form from P7 and reaches the peak at P28 (Figure 4E), indicating that the edited sequence may play important roles in late postnatal development of cortex. 

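With the runs of a sample summed, the A6G share (positions from the 5' end of the mature miRNA) was 70.8% at P7 (95% Wilson interval 69.8% to 71.8%) and 87.3% at P28 (86.6% to 88.0%). The edited form reached 94.2 TPM at P3 against 107 TPM for the unedited form. It was 2.41-fold above the unedited form at P7 (339 and 140.5 TPM), 3.12-fold at P14 (379 and 121 TPM) and 6.91-fold at P28 (299.8 and 43.4 TPM). In P0 replicate 1 the edited form had 405 TPM, but the unedited form had 1039 TPM. P0 replicate 2 had 22.9 TPM of the edited form. From the excess of the edited form from P7 on, the paper proposes that it has important roles in late postnatal development of the cortex.

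**Figure D2:**
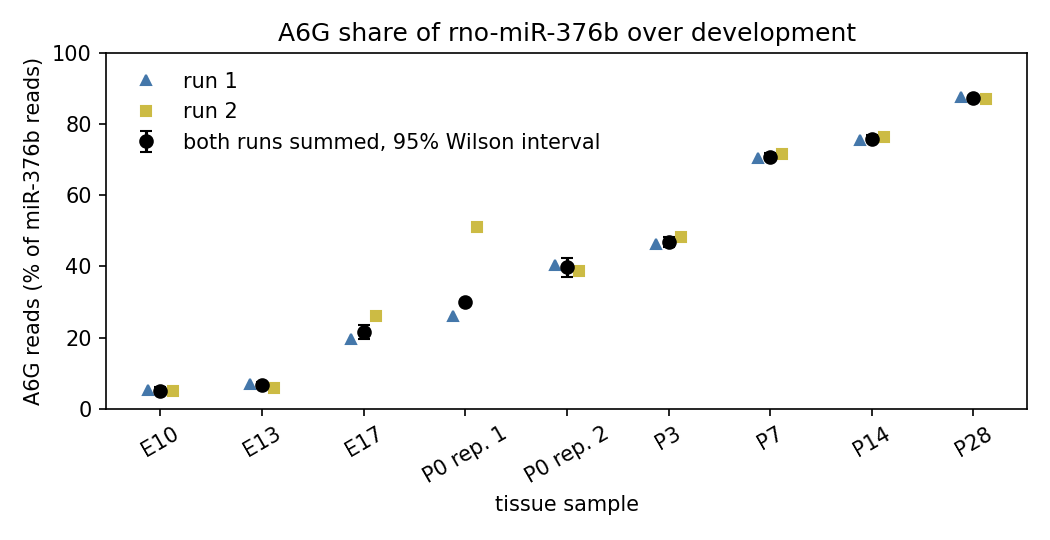
A6G reads in percent of the rno-miR-376b reads for each tissue sample, with positions counted from the 5' end. Triangles show run 1, squares run 2 and dots both runs summed, with bars for the 95% Wilson interval. The runs lie farthest apart in P0 replicate 1 (26.1% and 51.1%).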

To further understand the biological significance of this editing event of rno-miR-376b, target prediction and GO analysis was introduced (Dataset S6). We found that the potential function of wild type rno-miR-376b may be mainly related to early developmental events including neuronal differentiation, cell migration, axon extension, and establishment or maintenance of neuronal polarity. However, the potential function of the edited isoform shifted to the regulation of late developmental events including synaptic plasticity, learning and memory, and adult feeding behavior (Figure 4F, Dataset S6). Interestingly, results of this GO analysis are fully consistent with the high expression of the wild type rno-miR-376b and the edited isoform at early developmental stages and late postnatal stages, respectively. Dataset S5 provides a complete list of the name and relative abundance (TPM) for all detected editing of miRNAs, with TPM >100 highlighted.

## Discussion

Accumulating evidences showed that different groups of small non-coding RNAs play fundamental roles in gene regulatory networks. As the most abundant group of small RNAs in many tissues, miRNAs play important regulatory roles in physiological and developmental processes. In the nervous system, miRNAs can also function as important mediator of various pathological processes [50]. Recently, exogenous expression of miR-9/9* and miR-124 in human fibroblasts was shown to convert these cells into neurons [51,52], suggesting the wide application potential of miRNAs. Here, we took advantage of high-throughput sequencing technology to quantitatively analyze the expression of miRNAs in rat cortical tissues of many developmental stages. We found that miRNAs showed a wide diversity of expression pattern during cortical development. Some miRNAs seem to be preferentially enriched in early embryonic cortex, whereas others exhibited a higher abundance in postnatal tissue, indicating distinct roles played by these different groups of miRNAs in controlling cortical development. The expression patterns of some miRNAs observed in our study are consistent with what were observed in previous studies by using the blot-array and Northern blot assays, i.e. miR-125b, miR-9, and miR-181a [6], as well as miR-29a, miR-138 and miR-92 [53]. We note that the developmental expression pattern of miRNAs provides a hint of their potential functions. The dataset described here will thus provide an enriched resource for searching miRNAs that may play key regulatory roles at different stages of cortical development. In support of this notion, we observed that the novel miRNA Candidate 11 promoted the proliferation of cultured C6 glial cells, consistent with the high expression of this miRNA around the peak stage for gliogenesis in cortex (P3). It would also be very interesting to explore whether the expression of this novel miRNA correlates with and contributes to the happening of glioma in human patients.

One recent study reported strain-specific miRNAs in rats. The authors provided an in-depth analysis of small RNA profiles of six different tissues (spleen, liver, brain, testis, heart, kidney) of two different rat strains (BN-Lx and SHR) [33]. We found that the majority of miRNAs they discovered can be confirmed in our study. Several miRNAs including rno-miR-582, rno-miR-666-3p, and rno-miR-2985-3p were not detected in our study. In contrast, several E10-enriched miRNAs identified in our study, including rno-miR-181a, rno-miR-449a, and rno-miR-503, were not detected in their results. These differences in miRNA detection may due to the failure of detection of some low abundance ones in different studies. The existence of strain-specific expression of several miRNAs may also be responsible for the differential detection in different studies. Moreover, we detected the expression of low abundance miRNAs that have not been detected before using other techniques. One example is miR-128, which was reported to be specifically expressed in postnatal cortex [6]. However, our results showed that miR-128 was also expressed in embryonic cortex with much lower abundance, indicating that high throughput sequencing is much more sensitive than conventional methods.

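In the embryonic samples the level of rno-miR-128 was 1846 TPM in run 1 and 1456 TPM in run 2 at E10. It was 7575 and 2546 TPM at E13 and 33197 and 13435 TPM at E17. At P0 the level was 65447 ± 3498 TPM (SD, n = 2 samples, runs averaged).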

Besides the identification of dozens of novel miRNAs at each developmental stage, we observed in developing cortex extensive RNA editing in the miRNA “seed” and flanking sequences. Since most nucleotide changes at specific position of miRNAs was detected up to hundreds or even thousands of times, and the relative abundance of certain modified miRNAs at different developmental stages was not proportional to that of the wild type miRNAs, it is unlikely that the nucleotide changes we observed were caused by random errors during sequencing. The high tendency of nucleotide changes at “seed” and flanking sequence also supports the existence of a highly-regulated “editing” process (Figure 4B). We found that the predicted target genes of the wild type rno-miR-376 and the “A” to “I” edited isoform are of totally different functional groups (Figure 4F). Interestingly, the relative abundance of “A” to “I” editing of rno-miR-376 gradually increased during development and surpassed that of wild type isoform at P7, indicating that RNA editing may be a new strategy for the regulation of gene expression during brain development.

Previous study showed that adenosine deaminases (ADARs) catalyze the “A” to “I” editing of RNAs [54]. Editing of glutamate receptor by ADARs is involved in neural development and diseases [55,56]. Cytidine deamination by members of the apolipoprotein B mRNA editing complex polypeptide 1-like (APOBEC) family of enzymes has also been shown to be an important mechanism for the silencing of retrovirus and transposable elements [57]. Interestingly, our preliminary study showed that both ADAR and APOBEC family members could be detected in developing cortical tissue (data not shown). For the miRNA editing in developing cortex, a number of questions remain to be clarified in the future: (1) Are ADAR and/or APOBEC family proteins responsible for the different types of editing of cortical miRNAs? (2) Are there other enzymes contributing to the miRNA editing in cortex? (3) How the nucleotide-specificity of the editing is achieved? (4) How is the miRNA editing regulated by intracellular signal cascades during development? Extensive experimental studies are required in the future to address these questions.

Previous studies showed that rasiRNAs and piRNAs are of the same origin, yet with slight differences in the way of identification and nomenclature. [58]. The rasiRNAs were first defined as small RNAs derived from repeat elements, mainly transposons, in the genome [59,60]. However, piRNAs were first identified as small RNAs associated with PIWI proteins in germline tissues [61]. Later studies showed that both rasiRNAs and piRNAs are derived from repeat elements [62] and serve to suppress the activity of transposable elements by guiding the epigenetic silencing of the transcription of transposable elements and by guiding the direct cleavage of transcripts of these transposons [63]. Recently piRNAs were detected in adult cerebral cortex of rat and showed altered expression after transient focal ischemia [64]. Nearest, piRNAs were reported as functional regulator of enhancing long-term synaptic facilitation through silencing CREB2 [65]. Here we detected a low-abundance expression of a group of piRNA-like small RNAs in developing cortex of rat based on the sequence mapping to reference libraries (piRNA Bank, http://pirnabank.ibab.ac.in/index.shtml) [66]. Moreover, we observed in cortical tissues the expression of PIWI-like proteins (data not shown), which play important roles in the biogenesis and function of piRNAs or rasiRNAs [58], further supporting the existence of piRNAs or rasiRNAs in brain. Interestingly, recent studies showed that retrotransposable events actively happen during neurogenesis and may contribute to the diversity of neuronal phenotypes [67,68]. Since we observed much higher rasiRNA level at early developmental stages than in the adult, an intriguing possibility is that rasiRNAs in developing cortex may also contribute to the maintenance of the genome stability in neural progenitor cells by suppressing the mobile elements, a potential mechanism that deserves to be further addressed by experimental studies in the future.

## Conclusion

High-throughput sequencing provides a good opportunity to systematically analyze the transcriptome of small RNAs of cortical tissues. In this study the use of this technique led to the quantitative clarification of the expression of a large number of previously un-detected small RNAs in cortical tissues, including miRNAs, rasiRNAs and/or piRNA-like RNAs, and small RNAs derived from rRNA, tRNA, snoRNA, snRNA, and scRNA. We demonstrated dynamic and stage-specific expression of a large group of known miRNAs, with surprisingly profound nucleotide editing at “seed” and flanking sequences of miRNAs during cortical development. In addition, we identified a group of novel miRNA candidates in rat cortex with functional hints. The dataset described here will be a valuable resource for clarifying the gene regulatory network during brain development and disease.

## Methods

### Animals

All rats and mice used in the present study were provided by Shanghai SLAC Laboratory Animal Co. Ltd. Experimental procedures involving animals were carried out under the guideline and permission of the Animal Care and Use Committee of the Institute of Neuroscience at the Shanghai Institute for Biological Sciences, Chinese Academy of Sciences (NA-100410-4).

### RNA extraction, construction of small RNA libraries, and deep-sequencing

Rat (Sprague–Dawley) cortical tissues of various developmental stages were quickly harvested on ice. For E10 and E13 brains, the whole cortex tissues were collected. For E17-P28 brains, the dorsal lateral regions of the cortex, mainly the somatosensory cortex, were collected. Subcortical tissues and meninges were carefully removed under dissecting microscope. For collection of cortical tissues of wild type and Dicer knockout mice, Dicer-floxed mice were crossed with the Nestin-Cre line to knockout Dicer in brain. E16 cortical tissues of wild type and homozygous mutant embryos were dissected under microscope. Total RNA was then extracted with TRIzol reagent (Invitrogen, Carlsbad California) following the manufacturer’s instruction. The RNA integrity number (RIN), an algorithm for judging the integrity of RNA samples, were evaluated using Agilent 2100 Bioanalyzer (Agilent Technologies, Paloalto, USA) following the manufacturing instruction. Size-fractionation was performed on 15% polyacrylamide gel electrophoresis (PAGE) to collect the 10–35 nt fraction.

Small RNA library construction and deep sequencing were carried out by BGI (Beijing Genome Institute at Shenzhen, China). Briefly, adapters were ligated to the 5’ and 3’ termini of these small RNAs, which then were used as templates for cDNA synthesis. After producing libraries via PCR amplification, purified PCR products were then sequenced using the Solexa 1 G Genome Analyzer to get 35 nt reads. After filtering out low quality reads, trimming the adapter sequence, cleaning up contaminants formed by ligation, clean reads of 18–30 nt were grouped and used for further analysis.

### Computational analyses

Clean reads of unique small RNA tags were counted as their expression abundances. Those identical RNA tags were mapped to rat genome (Baylor 3.4/rn4) by SOAP software (Short Oligonucleotide Alignment Program, http://soap.genomics.org.cn) to analyze the expression of corresponding small RNA genes and their distribution on the genome. Small RNA tags were aligned to the miRNA precursor and mature sequences from miRbase 18.0 (www.miRBase.org) to obtain the known miRNA counts. Unannotated tags were aligned to the sequences of other class of non-coding RNAs (rRNA, tRNA, scRNA, snRNA, snoRNA and piRNA) from Rfam [69,70] (http://www.sanger.ac.uk/software/Rfam) and the GenBank (http://www.ncbi.nlm.nih.gov/). The read count of each unique tag was normalized to transcripts per million (TPM), according to the total read count.

To identify potential novel miRNAs, the software Mireap (http://sourceforge.net/projects/mireap) was used to explore the secondary structure, the Dicer cleavage site, and the minimum free energy of the unannotated small RNA tags which could be mapped to genome. In brief, the sequence length should be between 18–26 nt, maximal free energy allowed for a miRNA precursor was ~18 kcal/mol, maximal space between miRNA and miRNA* was 35 nt, and flanking sequence length of miRNA precursor should be 10 nt. After filtering in above analysis pipeline, unannotated small RNA tags were aligned with mature miRNAs from miRBase18.0 to detect miRNA editing allowing one mismatch on certain position of miRNAs. To eliminate sequence changes generated by single-nucleotide polymorphism (SNP) at the genomic DNA, the results were filtered with SNP database (Build 130) (http://www.ncbi.nlm.nih.gov/projects/SNP/index.html). IsomiR analysis was conducted by aligning the reads to precursor sequence and mature sequence of miRNAs. IsomiRs were divided into 8 groups as follows: 1, Addition of nucleotides at both 3’ and 5’ ends; 2, Addition of nucleotides at 5’ end; 3, Addition of nucleotides at 3’ end; 4, Addition at 5’ end and trimming of nucleotides at 3’ end; 5, Trimming at 5’ end; 6, Trimming at both 3’ and 5’ ends; 7, Trimming at 3’ end; 8, Trimming at 5’ end and addition at 3’ end. Pearson’s correlation algorithms were used to assess the correlation between read counts per miRNA of the two P0 samples.

### Clustering analysis and heat map presentation

Heat map about relative abundances of different classes of small RNAs was done as follows. All abundance values are normalized by the E10 value and colored in terms of significance, with green indicating that abundance of a term is significantly lower than average, and red indicating higher than average [71]. Over-representation for each term in a group is calculated as follows:

(1) $$\text{Computation formula}:\text{Z}=\left(\text{X}-\text{Avg}\right)/\text{SD}\text{.}$$

Where *X* is the abundance of a term in the group being considered, *Avg* is the average abundance of a term in all developmental stages, and *Z* presents the relative abundance of a term at a given developmental stage. The Complete Linkage Clustering of known and novel miRNAs was obtained based on Hierarchical Clustering Algorithms by using the R package [72].

### Target prediction and gene ontology analysis

The potential target genes were predicted by TargetScan [37] and then assayed by Gorilla [73] with gene ontology (GO) enrichment analysis (http://cbl-gorilla.cs.technion.ac.il/).

### Quantitative RT-PCR

Reverse transcription reactions were performed in a final volume of 20 μl containing 2 μg purified total RNA, 1 × RT buffer (Promega, USA), 10 mM dNTPs, 5 U M-MuLV reverse transcriptase (Promega, USA), 20 U RNase inhibitor (Fermantas, USA) and 0.4 μM stem-loop RT-primers. The reactions were incubated in Thermo Cycler (BioRad, USA) at 37°C for 60 min, 90°C for 5 min and then held in 4°C.

Realtime PCR was performed on 7500 Fast Real-time PCR system (Applied Biosystems,USA)(27). In brief, reactions were performed in a final volume of 20 μl containing 10 μl SYBR ® Green Master mix, 1 μl RT products (diluted for 10 times), 1 μM unique primer of certain miRNA, and 1 μM out-primer match to the stem-loop sequence. PCR reaction was carried out with a first denaturation step at 95°C for 20 sec, followed by 45 cycles comprising denaturation at 95°C for 12 sec, annealing and extension at 56°C for 30 sec. Melting curve was run in program following 95°C, 15 sec; 60°C, 20 sec; 95°C, 15 sec; 60°C, 15 sec. To normalize the differences of the amount for different samples, U6 was used as internal control as well as experimental positive control. Negative controls (without template) were also established and all experiments were run in triplicate. The 2_T_^-ΔΔC^ method was applied for relative expression quantification analysis [74] and E10 value was used as reference. All PCR products were cloned into pGEM-T vector (Promega, USA) and then sequenced. Primers used are shown in Dataset S7.

### PCR analysis

For PCR verification of novel miRNAs, reverse transcription was performed with Revert Aid First Strand cDNA Synthesis kit (MBI Fermentas) using specific stem-loop primer (Dataset S7). PCR was carried out with a first denaturation step at 95°C for 3 min, followed by 35 cycles comprising denaturation at 95°C for 20 sec, annealing at 60°C for 25 sec, and extension at 72°C for 45 sec. PCR products were separated by agarose electrophoresis.

For PCR analysis of Piwi expression, synthesis of first strand cDNA was carried out with a Revert Aid First Strand cDNA Synthesis kit (MBI Fermentas). PCR was carried out using cDNA with the following protocols: Initiate denaturation at 94°C for 5 min; denaturation at 94°C for 45 sec, annealing at 62°C for 30 sec, extension at 72°C for 45 sec, and a 10 min 72°C final extension. Cycle numbers for actin, Piwil1, 2, and 4 were 25, 35, 42, and 42. Predicted sizes for PCR products for Piwil1, 2, and 4 are 178 bp, 152 bp, and 179 bp, respectively. Primers used are shown in Dataset S7.

For PCR verification of editing of miR-376b, genomic DNA and cDNA from P7 rat cortex were used as template. PCR was performed as following protocols: Initiate denaturation at 94°C for 5 min; denaturation at 94°C for 45 sec, annealing at 60°C for 30 sec, extension at 72°C for 45 sec, PCR program was run for 35 cycles, with a 10 min 72°C final extension. PCR products were treated with SAP (1U) and Exonuclease I (20U) (Takara, Japan) and then subjected to direct DNA sequencing in both directions using forward and reverse primer with an ABI PRISM 3100-Genetic Analyzer (Applied Biosystems). Sequenced PCR products were aligned to precursor sequence of miR-376b using the DNAstar program. Primers used are shown in Dataset S7.

### Plasmid construction and cell proliferation assay

The genome locus of novel Candidate 11 was amplified using PCR and subcloned into ClaI/XhoI site of the pCAG-IRES-EGFP vector. For construction of sponge inhibitor, the synthesized nucleotides with 6 tandem repeat sequence complementary (6X) to mature sequence of Candidate 11 was annealed and cloned into pEGFP-C1. Cell proliferation assay was performed as described previously [75]. Briefly, C6 glial cells were prepared as cell suspension of 50,000 cells/ml in DMEM with 10% fetal bovine serum (Gibco) and transfected with different constructs (3 μg) using the Amaxa Nucleofector kit following the protocol provided by the manufacturer. Each well of a 96-well plate was added with 100 μl of the cell suspension. Culture plate was incubated for 44 hr at 37°C and then added 10 μl CCK-8 solution (Dojindo, japan) into each well, and incubated the plate for another 4 hr at 37°C followed reading the OD at 450 nm to determine the cell viability in each well.

## Abbreviations

E, embryonic day; P, postnatal day; miRNA, microRNA; piRNA, Piwi-interacting RNA; qPCR, quantitative polymerase chain reaction; RIN, RNA integrity number; hr, hour; min, minute; sec, second.

## Competing interests

The authors have no conflict of interest.

## Authors’ contributions

M-J Yao designed the research, conducted most of the data analysis, and wrote the manuscript, G Chen, P-P Zhao and J Jiang contributed to part of data analysis, M-H Lu carried out the qPCR experiments, M-F Liu contributed to experiment design, and X-B Yuan designed the research, supervised the project, and wrote the manuscript. All authors read and approved the manuscript.

## Supplementary Material

Additional file 1 Figure S1. **RNA integrity number (RIN) of all samples.** Electropherograms and calculated RINs of each RNA sample are shown. 18 S and 28 S ribosomal fractions are indicated in pink and dark green colors, respectively. Note that RIN values are between 8.4 and 10, indicating high quality of RNA samples. Click here for file

Additional file 2 Figure S2. **Length distribution of small RNA reads.** The length distribution of small RNA reads for each sample is shown in the histogram. Only reads of 18–30 nt that mapped to rat genomic sequence were included. Note the 22 nt peak in all samples. Click here for file

Additional file 3 Figure S3. **Validation of the expression of miR-344b-5p and miR-3559-5p.** The expression of miR-344b-2 gradually elevated during development. Expression of miR-3559-3p dropped over development, with a peak at E13. These two miRNAs highly enriched in central never system. Click here for file

Additional file 4 Figure S4. **Predicted structures of newly identified miRNAs.** Computationally predicted secondary structures of the primary miRNA transcripts of 11 selected novel miRNA candidates are shown. Mature miRNA sequences are shown in the red frame. Click here for file

Additional file 5 Figure S5. **PCR detection of novel miRNA candidates.** Three known miRNAs, miR-2964, miR-344b-5p, and miR-3559-5p were also included as control. Click here for file

Additional file 6 Figure S6. **Detection of mouse homologue of Candidate 11 in cortical tissue of mutant mouse with brain-specific knockout of Dicer.** A. Genotyping of mutant mice. Nestin-Cre allele generated one band. Heterozygous Dicer-floxed allele generated two bands and homozygous allele generated one upper band. B. Expression level of novel Candidate 11 in P0 cortical tissue of Dicer knockout (Nestin-cre/Dicer-floxed+/+) mice revealed by qPCR. Expression level of Candidate 11 significantly decreased in knockout mice. C. Expression level of three known miRNAs, miR-344b-3p, miR-124, and miR-134, in P0 cortical tissue of wide type and Dicer knockout mice revealed by qPCR. Expression level of the three known miRNAs was remarkably decreased in knockout mice. Click here for file

Additional file 7 Figure S7. **Summary of potential isomiRs in cortical tissues.** A. Summary of the fraction of each major group of isomiR in cortical tissue. Variability in the length of miRNAs was detected as addition and/or trimming of nucleotides at either 3’ end or 5’ end of mature miRNAs. Note that the 3’ end trimming is the most frequent type of modification in all samples. B. A summary of the sequence, length, and count of each isomiR of miR-128 in P14 cortical tissues. Click here for file

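At P14, the mature form of rno-miR-128 had 89784 TPM (118761 in run 1 and 60808 in run 2). Forms with additions at the 3' end had 51808 TPM (66662 and 36954) and forms trimmed at the 3' end 30447 TPM (35374 and 25520). Trimming at the 5' end alone gave 855 TPM, and additions at the 5' end alone gave 78.4 TPM.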

Additional file 8 Figure S8. **Detail editing profile of miR-128 during cortical development.** A summary of the position, sequence, abundance (TPM) of each detected editing of miR-128 is shown. The high-abundance edited positions are highlighted with red color. Click here for file

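The levels of the highlighted changes of rno-miR-128, with positions counted from the 5' end of the mature miRNA, were 621 TPM for A3C and 917 TPM for G6T at P14 with the runs averaged, and 884 TPM for G8T at P3. A3C had 139 TPM at P7 and 32.6 TPM at P28. G6T had 497 TPM at P7 and 189.5 TPM at P28. G8T had 453 TPM in P0 replicate 2, 83.1 TPM in P0 replicate 1 and 487 TPM at P28.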

Additional file 9 Table S1. Summary of reads from the deep-sequencing results. Click here for file

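The table lists clean reads per sample, the reads left after removal of low quality reads, adaptors and contaminants. The clean reads it lists for each sample equal the total of the run 2 library of that sample, for example 16420636 at E10 and 15806174 at P14.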

Additional file 10 Dataset S1. List of the name and relative abundance (TPM) for all known miRNAs and novel miRNAs. Click here for file

Additional file 11 Dataset S2. **List of novel miRNA candidates.** The name and relative abundance (TPM) for all novel miRNA candidates are shown. List of 44 selected novel miRNA candidates and precursor sequences of 11 selected novel miRNA candidates are also included. Click here for file

Additional file 12 Dataset S3. Predicted targets and GO annotation of three novel candidates. Click here for file

Additional file 13 Dataset S4. **List of the name and relative abundance for all detected isomiRs.** The name and relative abundance (TPM) of isomiRs for all known miRNAs in different samples are shown. Click here for file

Additional file 14 Dataset S5. **Summary of all detected editing of miRNAs.** List of the name, position, and relative abundance (TPM) for detected editing of miRNAs at each developmental stage is shown. High abundant editing is highlighted in yellow. Click here for file

Additional file 15 Dataset S6. Predicted targets and GO annotation of wild type and edited rno-miR-376b (A/G: 6). Click here for file

Additional file 16 Dataset S7. All primers used in present study. Click here for file

# Supplementary material for: Transcriptome analysis of microRNAs in developing cerebral cortex of rat
**Source:** BMC Genomics. 2012 Jun 12;13:232. doi: 10.1186/1471-2164-13-232
**Supplement:** Additional file 8 Figure S8. — Detail editing profile of miR-128 during cortical development. A summary of the position, sequence, abundance (TPM) of each detected editing of miR-128 is shown. The high-abundance edited positions are highlighted with red color.

| Edited position  | sequence           | E10         | E13         | E17          | P0           | P3            | P7            | P14           | P28           |
|------------------|--------------------|-------------|-------------|--------------|--------------|---------------|---------------|---------------|---------------|
| <b>Wild type</b> | <b>TCACAGTG</b>    | <b>1454</b> | <b>4553</b> | <b>20503</b> | <b>56260</b> | <b>100878</b> | <b>143098</b> | <b>164443</b> | <b>135771</b> |
| C / A ; 2        | T <b>A</b> CAGTG   | 0.00        | 0.00        | 8.00         | 15.63        | 4.26          | 82.31         | 55.74         | 58.31         |
| C / T ; 2        | T <b>T</b> CAGTG   | 0.00        | 0.00        | 9.09         | 24.44        | 23.47         | 91.15         | 62.88         | 66.85         |
| C / G ; 2        | T <b>G</b> CAGTG   | 0.00        | 0.00        | 0.00         | 0.00         | 4.89          | 30.58         | 0.00          | 15.13         |
| A / T ; 3        | TC <b>T</b> CAGTG  | 0.00        | 0.00        | 4.49         | 9.02         | 9.44          | 73.03         | 58.64         | 34.85         |
| A / C ; 3        | TC <b>C</b> CAGTG  | 0.00        | 0.00        | 3.41         | 19.54        | 36.45         | 105.04        | 466.40        | 24.87         |
| A / G ; 3        | TC <b>G</b> CAGTG  | 0.00        | 0.00        | 6.30         | 17.96        | 26.52         | 95.35         | 80.67         | 74.28         |
| C / A ; 4        | TCA <b>A</b> AGTG  | 0.00        | 0.00        | 2.16         | 11.05        | 3.74          | 25.45         | 18.08         | 111.82        |
| C / T ; 4        | TCAT <b>A</b> GTG  | 0.00        | 3.14        | 15.23        | 45.97        | 52.63         | 134.13        | 93.91         | 306.37        |
| C / G ; 4        | TCAG <b>A</b> GTG  | 0.00        | 0.00        | 0.00         | 16.59        | 5.13          | 22.66         | 20.46         | 202.16        |
| A / T ; 5        | TCAC <b>T</b> GTG  | 0.00        | 0.00        | 2.54         | 8.79         | 4.05          | 37.87         | 77.04         | 38.30         |
| A / C ; 5        | TCAC <b>C</b> GTG  | 0.00        | 0.00        | 0.00         | 8.32         | 25.89         | 12.45         | 370.24        | 13.16         |
| A / G ; 5        | TCAC <b>G</b> GTG  | 0.00        | 0.00        | 6.54         | 13.80        | 14.85         | 57.78         | 95.27         | 57.96         |
| G / A ; 6        | TCACA <b>A</b> TG  | 0.00        | 0.00        | 5.14         | 14.72        | 13.37         | 68.97         | 107.54        | 67.14         |
| G / T ; 6        | TCACA <b>T</b> TG  | 2.62        | 0.00        | 17.04        | 75.82        | 88.45         | 349.73        | 645.63        | 126.26        |
| G / C ; 6        | TCACA <b>C</b> TG  | 0.00        | 0.00        | 0.00         | 5.71         | 11.50         | 38.18         | 193.27        | 19.81         |
| T / A ; 7        | TCACAG <b>A</b> G  | 0.00        | 0.00        | 12.09        | 24.16        | 15.08         | 88.63         | 125.20        | 77.27         |
| T / C ; 7        | TCACAG <b>C</b> G  | 0.00        | 3.30        | 12.26        | 24.67        | 35.93         | 79.91         | 178.76        | 81.30         |
| T / G ; 7        | TCACAG <b>G</b> G  | 0.00        | 0.00        | 6.35         | 24.83        | 17.91         | 81.30         | 120.25        | 23.36         |
| G / A ; 8        | TCACAGT <b>A</b>   | 0.00        | 0.00        | 8.86         | 25.86        | 52.38         | 73.14         | 77.01         | 91.50         |
| G / T ; 8        | TCACAGT <b>T</b>   | 0.00        | 4.89        | 78.96        | 148.27       | 500.88        | 175.12        | 191.03        | 292.27        |
| G / C ; 8        | TCACAGT <b>C</b>   | 0.00        | 0.00        | 7.22         | 28.37        | 113.11        | 30.30         | 313.34        | 38.19         |
| <b>Wild type</b> | <b>CGGTCTCTT</b>   | <b>1454</b> | <b>4553</b> | <b>20503</b> | <b>56260</b> | <b>100878</b> | <b>143098</b> | <b>164443</b> | <b>135771</b> |
| C / A ; 11       | <b>A</b> GGTCTCTT  | 0.00        | 0.00        | 2.33         | 3.90         | 2.42          | 0.00          | 0.00          | 0.00          |
| C / G ; 11       | <b>G</b> GGTCTCTT  | 0.00        | 0.00        | 0.00         | 6.06         | 15.83         | 0.00          | 12.06         | 0.00          |
| T / G ; 17       | CGGT <b>C</b> GCTT | 0.00        | 0.00        | 0.65         | 0.00         | 0.00          | 0.00          | 0.00          | 0.00          |
| C / A ; 18       | CGGTCT <b>A</b> TT | 0.00        | 0.00        | 1.51         | 3.66         | 2.19          | 0.00          | 0.00          | 0.00          |
| C / G ; 18       | CGGTCT <b>G</b> TT | 0.00        | 0.00        | 1.67         | 3.76         | 0.00          | 0.00          | 0.00          | 0.00          |
| C / T ; 18       | CGGTCT <b>C</b> TT | 0.00        | 1.40        | 0.00         | 0.00         | 0.00          | 0.00          | 0.00          | 0.00          |
| T / C ; 19       | CGGTCT <b>T</b> TT | 0.00        | 0.00        | 0.00         | 1.29         | 2.38          | 2.25          | 2.35          | 2.28          |

Yao et.al;Fig. S8

# Supplementary material for: Transcriptome analysis of microRNAs in developing cerebral cortex of rat
**Source:** BMC Genomics. 2012 Jun 12;13:232. doi: 10.1186/1471-2164-13-232
**Supplement:** Additional file 9 Table S1. — Summary of reads from the deep-sequencing results.

**Table S1: Summary of reads from deep-sequencing of small RNAs**

|                         | <b>E10</b> | <b>E13</b> | <b>E17</b> | <b>P0</b> | <b>P0 '</b> | <b>P3</b> | <b>P7</b> | <b>P14</b> | <b>P28</b> |
|-------------------------|------------|------------|------------|-----------|-------------|-----------|-----------|------------|------------|
| <b>Total reads</b>      | 23255034   | 23136784   | 20419875   | 20403949  | 19361274    | 21853490  | 19539424  | 22437354   | 20678150   |
| <b>Clean reads</b>      | 16420636   | 12769251   | 13830486   | 14858820  | 13964298    | 13129806  | 14607976  | 15806174   | 16590379   |
| <b>Mapped to genome</b> | 12034079   | 10820400   | 11019566   | 11732561  | 10188829    | 11624211  | 12973582  | 13234099   | 10457484   |

How the deposited data were processed for this re-analysis (not part of the article)

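Small RNA from rat cortical tissue was sequenced by the Solexa technique at 8 developmental stages, E10, E13, E17, P0, P3, P7, P14 and P28. P0 had 2 tissue samples and each other stage 1, and every tissue sample was sequenced in 2 runs, so that 18 libraries from 9 tissue samples were used. The sample labels name forebrain at E10 and E13 and somatosensory cortex at later stages, so stage and tissue cannot be separated in comparisons of these 2 stages with later ones. The authors removed low quality reads, adaptors and contaminants and collapsed identical reads. The deposited values are the count of reads of each unique clean tag in 1 library, without normalization, mapping or annotation, and the length of each tag. The libraries held between 4899010 and 16590379 clean reads. Tags of 18 to 39 nt were present, and tags with letters other than the 4 bases were kept in the totals but matched no miRNA.

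No reference genome, miRNA database or sequences of other small RNA classes were used here. Mature sequences of 61 known miRNAs were therefore taken from the paper: 30 were assembled from its stem-loop and forward primers, 2 were copied from its figures, and 29 were found from its list of nucleotide changes. For the last of these, the bases that the list gives at single positions had to number at least 8 and to fit 1 family of tags that held at least 90% of the fitting reads and at least 500 reads. The 101 candidate sequences come from Dataset S2. Tags were counted for a miRNA when they were identical to it over their common length, with the 5' end within 3 nt and the 3' end at most 3 nt past the mature end; shorter tags down to 18 nt were included. A tag that fitted several miRNAs was counted for each. TPM values used the total clean reads of each library, the tags seen in both runs, and the mean of both runs. Levels of 60 known miRNAs were checked against Dataset S1, with the rno-miR-99b primer sequence left out. Over 454 values above 50 TPM the median size of the log2 ratio was 0.05, and 93.4% were within 1.5-fold. In a comparison chosen after the data had been seen, each set of levels was ranked by distance to all known miRNAs of Dataset S1, and the miRNA of the same name was nearest for 25 of the 29 found from the list of changes. The others were rno-miR-107, rno-miR-127, rno-miR-181d and rno-miR-26a, at ranks 3, 8, 2 and 2. Of the 30 from primers, rno-miR-99b and rno-miR-344b-5p were not nearest to their own name (ranks 30 and 18).

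The trend over development was fitted with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood test of the slope on the stage order) on counts summed over the runs, with tags of either run. It included names with at least 10 counts in at least 2 tissue samples. The threshold was a Benjamini-Hochberg adjusted p-value under 0.05. DESeq2 1.42.0 was the alternative model; limma 3.58.1 was loaded by edgeR. All other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The rule for names reported singly, set before the data, took every miRNA, candidate and editing event that the paper names in its results, Table 2, Fig. 2A-C or Fig. 3A and for which a sequence was used, and, of the others, the 5 with the largest rise and the 5 with the largest fall past the threshold that kept their direction in both runs. Slopes were followed through the alternatives for 40 of these names. Of the names in Table 2, rno-let-7i, rno-miR-30a, rno-miR-30d, rno-miR-101b, rno-miR-140*, rno-miR-185 and rno-miR-320 entered the counts but are not described singly.

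Edited tags had the mature 5' end, 1 mismatch from position 2 to the base before the last 3, and were identical to no known miRNA used here. Changes above 10% of the unchanged reads over all libraries were left out as tags of other miRNAs, except the rno-miR-376b change that the paper verified by sequencing PCR products. The edited share was compared between the 3 samples from P7 on and the 6 earlier samples with an exact permutation test. Shares and the stage order were compared with Pearson and Spearman correlations and exact permutation tests, all two-sided, and the correlations were repeated without the 2 samples farthest from the median stage. Positions were compared by the ratio of changes at positions 2 to 8 and 12 to 15 to those at other positions up to 20, with an exact sign-flip permutation test over samples. Length classes used the 32 miRNAs with both ends given by primers or figures, with ends within 3 nt. Permutations across sequences used 100000 resamples. Intervals of shares are 95% Wilson intervals and cover counting error only, since reads after PCR are not independent molecules.

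Each step was tested on simulated data. The counting of tags recovered 1823 of 1823 simulated tags, the search for substitutions 2000 of 2000, and the length classes 979 of 979. Over 5 simulated sets of 150 features, the trend test recovered 164 of 198 features with a slope of 0.60 per stage (82.8%), with 6 wrong calls (3.53% of calls), and made 0 calls in a set without change.

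The alternatives tried were DESeq2, library size without TMM, no filter and a filter of 100 counts, each run alone, both runs with a replicate block, tags of both runs only, identical tags only, embryonic against late postnatal groups, and leaving out each tissue sample in turn. For edited shares they were all tags, each run alone, positions 2 to 8, A to G alone, all except A to G, changes above 50 TPM, and rno-miR-376b left out. For the other measures they were the transformation and minimum of the P0 comparison, 5 nt in place of 3 nt, reads in place of changes, positions 2 to 17, TPM over reads of 18 to 30 nt, equal splitting of tags that fit several miRNAs, and at least 3 counts per run for detection. Left out were the classes of small RNA other than miRNAs, known miRNAs other than the 61, and miRNA precursors, because their sequences were not used here. PCR and cell culture measurements and mouse tissue were not analysed here.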

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

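The tests on the P14 share of edited reads and on rno-miR-378 were chosen only after the results had been seen. The choice of samples, models, tests and alternatives was made before the data were examined, except where a comparison is described as added later. Among 11 measures examined over the 9 tissue samples, 2 had a sample far from the others, and by chance about 1 in 20 measures would have one.

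In run 2, tags of 18 to 21 nt held 12.8% of the reads at E10, the lowest of the 9 samples, and its gap to the next sample was 0.589 of the whole range. Run 1 of the same tissue sample gave 41.9%, within the 40.6% to 67.0% of the other run 1 libraries. The low share is thus present in 1 of the 2 libraries of this tissue, which argues against the stage as the whole cause. The same library had the lowest share of 3' trimming among the run 2 libraries, 17.5%. Size selection, ligation and trimming of adaptors stay open and were not tested, and no biological explanation was tested.

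In run 1, the share of edited reads was 7.01% at P14, the highest of the 9 samples, and its gap to the next sample was 0.523 of the range. In run 2 the same tissue had 2.07%, less than E17, P0 replicate 2, P7 and P28. Base-calling errors that differ between the runs are a candidate explanation of the height of the P14 value, since the excess was absent from run 2. Depth was lower as well: the P14 library of run 1 was the smallest, with 4899010 reads, and an effect of depth was not tested. A change of editing at P14 stays open as an untested biological explanation.

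A change that the paper does not discuss was picked in rno-miR-378 for its rise, so its p-values are adjusted over all 2963 changes looked through. Its A16G share, with positions counted from the 5' end, rose from 0.766% at E10 to 3.86% at P7, 4.44% at P14 and 8.11% at P28 (6.06% in run 1 and 10.2% in run 2; 7.21% to 7.67%, 95% Wilson interval with the runs summed). Over the 9 tissue samples Spearman's rho with the stage order was 0.946 (p = 3.75e-04, exact permutation test; adjusted p = 0.185) and Pearson's r 0.890 (p = 3.86e-05, exact permutation test; adjusted p = 0.0286), so after adjustment the rise was past a threshold of 0.05 by the r but not by the rho. Without E10 and P28 the rho was 0.955 (r = 0.935; p = 0.00317 for rho, exact permutation test). Base-calling errors of that position are argued against by the other 17 miRNAs with the same base there, whose pooled share at P28 was at most 0.0639%. A difference between the runs is argued against as well, as the rho was 0.946 in run 1 and 0.912 in run 2. The rise was not limited to rno-miR-378: the A16G share of rno-miR-137 was 0.302% in run 1 and 0.345% in run 2 at P3, 1.74% and 1.51% at P7, and 2.69% and 3.26% at P28, with a rho of 0.992 (p = 2.20e-05, exact permutation test; adjusted p = 0.0218) and an r of 0.902 (p = 1.10e-05, exact permutation test; adjusted p = 0.0109). What the 2 miRNAs share was not tested. rno-miR-101a had a single high value, 6.42% at E10 in run 2. Its A16G form has the same bases as rno-miR-101b. Reads of rno-miR-101b with other bases at the 3' end can therefore be counted as this change, and so enter the edited share. A second change of rno-miR-378, A6G, rose from 0.193% to 1.85% with a rho of 0.996 (p = 1.10e-05, exact permutation test; adjusted p = 0.0163) and an r of 0.927 (p = 5.51e-06, exact permutation test; adjusted p = 0.00817), and without E10 and P28 the rho was 0.991 and the r 0.948. Reads of paralogs or of a strain variant were not tested and stay open, and so does editing that rises with age, as an untested biological explanation.

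Levels differed between the runs in a way shared by 6 of the 9 tissue samples. Over 63 sequences above 50 TPM, the log2 differences between run 1 and run 2 of E13, E17, P0 replicate 1, P7, P14 and P28 correlated with a median of 0.921 (0.804 to 0.984 over 15 pairs of samples, across sequences, which are not independent). With E10, P0 replicate 2 and P3 the median was 0.172 over 18 pairs. The differences of these 3 samples also correlated with each other, with a median of 0.411 (0.373 to 0.915). GC content is argued against, with a Pearson's r of -0.0894 with the mean difference (p = 0.485, permutation test; Spearman's rho -0.215, p = 0.0905, permutation test; 63 sequences, 1 of 2 such comparisons). A swap of labels among these 6 samples is argued against by the libraries themselves. For 6 of 6 samples, the run 1 library was nearest to the run 2 library of its own tissue (correlations 0.691 to 0.973). The match was closest to failing in P0 replicate 1, with 0.691 against 0.614 for the next sample. Only these 6 samples were compared, so a swap with E10, P3 or P0 replicate 2 was not tested and stays open. Trimming at the 3' end cannot be told apart: with tags of the full mature length alone the median over 49 sequences was 0.918, but trimming that differs between the runs also changes the number of full-length tags, so this test leaves it open. Run 1 had more 3' trimming in each of the 6 samples (80.7% against 27.7% in P0 replicate 1), but also at E10 (60.7% against 17.5%), which is not among them. A difference in library preparation between these 6 samples and the other 3 may contribute, but neither the paper nor the sample labels give a batch, so it was not tested. These 6 samples hold embryonic, P0 and late postnatal tissue, and no biological explanation was tested.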

How the results depend on the processing

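The settings that took the runs alone for the P0 correlation, the length classes and the stage of highest level, the 6 samples with shared run differences, and changes per miRNA long enough were chosen only after the data had been seen.

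The count of 75 miRNAs and candidates with a trend past the threshold stayed within 1.5-fold with DESeq2 (84), without TMM normalization (80), without a filter (76), in run 2 alone (65), with tags of both runs only (54) and with embryonic against late postnatal groups (71). It fell to 39 with at least 100 counts, where 86 in place of 150 were tested, to 34 of 130 in run 1 alone and to 45 of 125 with tags identical to the mature sequence. It was 31 of 117 in run 1 and 49 of 125 in run 2 of the 6 samples with shared run differences, where fewer samples and names were tested; for the other changes the cause was not tested. Of the 34 in run 1 alone, 34 were among the 75, and 1 of the 75 had the opposite direction there. Across the 9 fits that each left out 1 tissue sample, the count ranged from 57 (without E10) to 74 (without P0 replicate 1).

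With the 18 run libraries and the run as a replicate block, 86 were past the threshold, 72 of them among the 75. The run differences of 36 pairs of tissue samples correlated between -0.03 and 0.87 (median 0.28), 34 of them above 0.1, and the run itself had an effect past the threshold on 39 names. This range is not the one over the 63 sequences above 50 TPM, where 15 of the pairs gave 0.804 to 0.984. The fit with the block has no term for the tissue sample. It treats the technical runs of a sample as independent, so its larger number of calls is not stronger evidence. The counts summed without the block were kept for the reported values.

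The slopes of 40 single names kept direction and side of the threshold in 322 of 358 values that left out 1 sample, while 29 became weaker, 3 stronger and 4 reversed. Under the other settings 409 of 470 were kept, 42 became weaker, 17 stronger and 2 reversed. The reversed slopes were those of rno-miR-29b with identical tags (-0.09), of the rno-miR-99b primer sequence without E17 (0.02) and without P28 (0.01), within a range of -0.23 to 0.02 when 1 sample was left out, and of rno-miR-137 in run 1 of the 6 samples (-0.20), without E10 (-0.11) and without E13 (-0.01), within a range of -0.11 to 0.42 when 1 sample was left out; the cause was not tested. Calls lost without a single sample were most frequent without E10 (6 lost, for example rno-miR-92b with -0.31) and without E13 and P7 (5 each, for example rno-miR-199a-3p without E13 with -0.43). rno-miR-708 (-0.39, adjusted p = 0.0457, edgeR) lost its call in 6 of the 9 fits, with slopes from -0.39 to -0.32 where it was lost. rno-miR-672 gained one without E10 (-0.54).

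The difference in edited share from P7 kept its direction and its threshold under all 8 settings run, from 0.170 points (A to G only) to 2.03 points (run 1 alone), and from 1.41 (without P14) to 1.78 points (without P7) when 1 sample was left out. The rho of the rno-miR-376b share with stage was 0.971 to 0.996 under the other settings and 0.994 to 1.00 when 1 sample was left out. The ratio of changes at seed and flanking positions was 1.05 to 1.25 under 3 settings but 0.767 by reads; the cause was not tested. The P0 correlation was 0.897 with log10(TPM + 1) and 0.926 with at least 10 reads. It was 0.762 without transformation, 0.703 in run 1 and 0.962 in run 2, and the cause was not tested. 3' trimming was the most frequent class in 6 samples with 5 nt or all tags, in 7 in run 1 and in 2 in run 2, and its rho with stage was 0.134 in run 2, opposite in sign to the pooled -0.184; the cause was not tested. Of 56 levels under other settings, 14 moved by more than their spread, 13 of these with identical tags. All 9 counts of detected candidates fell with at least 3 counts per run, and that of P14 moved by more than 1.5-fold, from 68 to 45.

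Not run were the alternative that keeps tags with another match in the genome and the comparison with exact precursor matches, as no genome or precursor was used here; additions of any base are counted in the reported values. The alternatives for shares of rRNA-derived and other small RNA classes were not run, because sequences of these classes were not used here. Depth limits the candidates most: their median level was at most 1.33 TPM, and 12 of the 162 names had too few counts for the trend test.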

Differences from the paper's values

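The comparison with a setting that took a single run for the length classes and the rankings of levels by distance were chosen only after the data had been seen. The alternatives named in this part were set before the data were examined unless stated. Of 421 values compared, 44 differed by more than 1.5-fold and by more than the spread.

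For rno-miR-29b at E10 the level was 17.3 TPM against the paper's 35.3 TPM, and with all tags counted it was 37.4 TPM. For the sequence of the rno-miR-99b primers it was 31134 TPM at E13 against the paper's 3237 TPM, 27725 TPM at P7 against the paper's 937 TPM, 21151 TPM at P14 against the paper's 1248 TPM and 13200 TPM at P28 against the paper's 1139 TPM. With tags identical to the sequence only, these 4 levels were 3234, 1387, 1197 and 891 TPM, within 1.5-fold of the paper's. It was 44085 TPM at E17 against the paper's 2706 TPM and 4208 TPM at P3 against the paper's 2003 TPM, and none of the 4 alternatives closed these gaps. With length variants, the levels of this sequence were nearest to those of rno-miR-99a in Dataset S1 (mean log2 distance 0.04), with rno-miR-99b at rank 30. These levels cannot be assigned to rno-miR-99b.

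rno-miR-92b had 4961 TPM at E10 against the paper's 3114 TPM and 1177 TPM at E17 against the paper's 640.1 TPM. rno-miR-181d had 1415 TPM at E17 against the paper's 919 TPM, 1976 TPM at P0 against the paper's 1108 TPM, 1732 TPM at P3 against the paper's 1112 TPM, 700.5 TPM at P7 against the paper's 452 TPM, 649 TPM at P14 against the paper's 387 TPM and 427 TPM at P28 against the paper's 256 TPM. rno-let-7e had 31495 TPM at E17 against the paper's 19403 TPM. rno-miR-107 had 59320 TPM at E10 against the paper's 26564 TPM, 32670 TPM at E13 against the paper's 21415 TPM, 20340 TPM at E17 against the paper's 13379 TPM, 18745 TPM at P0 against the paper's 12272 TPM and 30283 TPM at P3 against the paper's 17170 TPM. None of the 4 alternatives closed these gaps. The sequence counted as rno-miR-107 was found from 14 listed positions, and its levels were nearest to those of rno-miR-103 in Dataset S1 (mean log2 distance 0.05), with rno-miR-107 at rank 3 (0.64). The sequence of rno-miR-103 was not used here, so these 5 levels cannot be assigned to rno-miR-107. In the same way rno-miR-181d was nearest to rno-miR-181b (0.51) and at rank 2 (0.67).

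rno-miR-344b-5p had 2.47 TPM at E10, 6.73 TPM at E13 and 51.9 TPM at P7, where the paper lists 0 TPM, and 43.9 TPM at P0 against the paper's 14.2 TPM. The P0 level was 15.4 TPM with identical tags, and none of the 4 alternatives closed the other gaps. By distance, the levels of this sequence were nearest to those of rno-miR-195 in Dataset S1 (0.72), with rno-miR-344b-5p at rank 18 (1.53). Candidate 55 had 408 TPM at E10 against the paper's 259.55 TPM. It had 174 TPM at E13, 219 TPM at E17, 167 TPM at P0, 142 TPM at P3, 56.4 TPM at P7, 39.9 TPM at P14 and 31.5 TPM at P28, where the paper lists 0 TPM. None of the 4 alternatives closed these gaps, though with identical tags the levels after E10 were lower, 25.2 TPM at E13, 16.7 TPM at P0 and 3.22 TPM at P28.

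The share of edited reads was 1.87% at E13 against the paper's value of about 1.2% in Fig. 4C, read by eye, and it was 1.35% in run 2 alone and 1.66% without A to G changes. At E17 it was 2.84% against the paper's value of about 1.5% in Fig. 4C, read by eye, and none of the 7 alternatives closed the gap. At P0 it was 2.91% against the paper's value of about 1.3% in Fig. 4C, read by eye, and 0.998% with positions 2 to 8 only. At P3 it was 2.84% against the paper's value of about 1.0% in Fig. 4C, read by eye, and 0.948% with positions 2 to 8 only. At P7 it was 3.80% against the paper's value of about 2.3% in Fig. 4C, read by eye, and it was 3.24% in run 2 alone and 3.44% without A to G changes. At P14 it was 4.54% against the paper's value of about 2.2% in Fig. 4C, read by eye, and it was 2.07% in run 2 alone and 1.74% with positions 2 to 8 only.

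For changes above 50 TPM, the share at E13 was 0.253% against the paper's value of about 0.6% in Fig. 4D, read by eye, and at P14 it was 2.91% against about 1.8% in Fig. 4D, read by eye; none of the 3 alternatives closed these gaps. At P0 it was 1.33% against the paper's value of about 0.8% in Fig. 4D, read by eye, and at P3 it was 1.53% against about 0.5% in Fig. 4D, read by eye; in run 2 alone the values were 0.753% and 0.701%. The G8T change of rno-miR-128, counted from the 5' end, had 884 TPM at P3 against the paper's 501 TPM, and none of the 3 alternatives closed the gap.

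Some statements of the paper also differ from the values here. The paper states that 3' trimming is the most frequent isomiR class in every sample, whereas it was so in 6 of 9 samples, 7 of 9 in run 1 alone and 2 of 9 in run 2 alone. By the paper's own levels in the part of Dataset S4 that was read here, over 20 miRNAs shared with the values here, 3' trimming is first at 6 of 8 stages, and over the same miRNAs it was first at 3 of 8 stages here. The paper states that more miRNAs are higher at early and at late than at middle stages. Over the 61 counted here, the late mean was higher for 29 and lower for 32, while the early and the late mean were both higher for 21 and both lower for 8. By Dataset S1 the late mean is higher for 31 and lower for 30 of the same 61, and higher for 185 and lower for 154 of all 344, so the late part of the statement was not tested on the full set here. The paper shows rno-miR-296 and rno-miR-99b as gradually decreasing. The slope of rno-miR-296 (-0.51) was not past the threshold. rno-miR-296 was past it with DESeq2 (-0.46), without TMM normalization (-0.60), with a replicate block (-0.58) and with identical tags (-1.13). The slope of the rno-miR-99b primer sequence (-0.07) was not past the threshold either. The levels of that sequence followed rno-miR-99a, so the statement on rno-miR-99b was not tested. The paper names the rno-miR-181 family as decreasing, and the slope of rno-miR-181c (-0.37) was past the threshold with DESeq2 (-0.34), without TMM normalization (-0.47), with a replicate block (-0.37), without E13 (-0.49) and without P0 replicate 1 (-0.33), but not in the reported fit.

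The paper shows rno-miR-672 with a peak at middle stages; here it was highest at E13 (1409 TPM). The paper states that rno-miR-137 is high at P0, and with the runs averaged P0 was the highest stage (597 TPM). In run 2 alone P3 had 149 TPM and P0 143 TPM, too close to rank these stages. The other stages had 28.7 to 107 TPM there. The paper states that rno-miR-34c is an order of magnitude higher at E10 than at other stages, and the difference was 9.96-fold with the runs averaged and 11.2-fold in run 1, but 4.09-fold in run 2. The paper states that rno-miR-3559-5p peaks at E13, where run 2 had the same level as E10 (1449 TPM). The paper states that Candidate 55 is absent after E10, whereas it was counted at all stages. The paper states that changes are more frequent at the seed and flanking positions, and its figure gives summed TPM, a measure of reads. By mismatched reads as a share of the reads covering a position, the ratio was 0.767, in the opposite direction. By the number of distinct changes, an unlike measure, it was 1.29, and 1.05 over positions 2 to 17.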

Other observations

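The tests on rno-miR-137, on the rno-miR-99b primers and on the G8T change of rno-miR-128, and the medians over miRNAs with at least 10000 reads, were chosen only after the results had been seen. Positions of changes are counted from the 5' end of the mature miRNA.

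The share of edited reads was higher from P7 on. Base-calling errors that differ between the runs are argued against as the whole cause, since the difference was present in run 2 alone (p = 0.0357, exact permutation test, 1.17 points). Base-calling errors shared by all miRNAs at a position stay open: when each miRNA was given the median share of the miRNAs at the same position and substitution, 93.0% of the difference followed, 1.49 of 1.60 points. The remaining 0.113 points were not past a threshold of 0.05 (p = 0.524, exact permutation test), nor were the 0.145 points in run 2 (p = 0.143, exact permutation test). Such a shared rise is consistent with sequencing errors that are more frequent in the late libraries, but a modification that acts on all miRNAs alike would look the same and was not tested. Over the samples, the shares of run 1 and run 2 had a Pearson's r of 0.399 (p = 0.289, exact permutation test) and a Spearman's rho of 0.633 (p = 0.0760, exact permutation test), and without P14 and E13 the r was 0.793 (p = 0.0300, exact permutation test).

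For rno-miR-128, A3C and G6T were highest at P14 in run 1 and with the runs averaged, but not in run 2, where A3C was 0.00888% at P14 and 0.0228% at P7, and G6T 0.0886% at P14 and 0.148% at P28. A base-calling error of run 1 at these positions is a candidate explanation, since the other miRNAs with the same base had pooled shares of 0.567% (A3C) and 0.664% (G6T) in the same library, near the 0.554% and 0.775% of rno-miR-128. The median A3C share of the 19 other miRNAs was 0, with the highest, 0.856%, in rno-let-7b; tags had to be seen in both runs, and in the 9 with at least 10000 reads the median was 0.573%, with 0 in 3 of them. For G6T the median of 13 was 0.391% and the highest, in rno-miR-191, 0.832%. For G8T at P3 such an error cannot be told apart from a change of rno-miR-128: the pooled share of the other miRNAs was 0.103% against 1.21%, but rno-miR-296 had 0.771% in the same library and rno-miR-128 had 0.0945% in run 2, so the errors of that position vary among miRNAs.

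The A6G share of rno-miR-376b rose with stage. Base-calling errors of that position are argued against by the other miRNAs, whose pooled share was at most 0.135% in any library and whose highest single share was 2.32% (rno-miR-378 at P28, run 2), and a difference between the runs by the rho of 0.971 in the run with the lower value. Reads of paralogs were not tested and stay open, beside editing that rises over development, the explanation the paper gives. Each stage other than P0 is a single tissue sample.

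The number of names with a trend past the threshold was compared with random orders of the samples. Of 100 orders, the real one included, 1 gave as many as 75, and the others had a median of 0 and a highest count of 33. Of the 10 splits of E10, E13, E17, P7, P14 and P28 into groups of 3 against 3, 1 gave as many as the real split (71), and the others gave 0, but 10 splits cannot give a share under 0.05, so chance cannot be told apart there.

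rno-miR-137 was highest at P0 with the runs averaged. In run 2 alone P3 was 1.04-fold above P0, a distance too small to rank the stages, so that a level difference between the runs cannot be told apart from a peak at P0. The sequence given by the primers of rno-miR-99b had levels nearest to those of rno-miR-99a in Dataset S1 (mean log2 distance 0.04, over 8 stages), with rno-let-7d next (0.85), and rno-miR-99b was at rank 30 of 344. A primer pair that detects rno-miR-99a is consistent with this ranking.

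At E13 a tag of 24 nt, CGCGGGAAATGTGGCGTACGGAAG, for which no name was used here, was the fifth most abundant, with 19912 TPM (3651 in run 1 and 36172 in run 2). No explanation of it was tested.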
